# Molecular and Cellular Adaptations in Hippocampal Parvalbumin Neurons Mediate Behavioral Responses to Chronic Social Stress

**DOI:** 10.3389/fnmol.2022.898851

**Published:** 2022-06-24

**Authors:** Dionnet L. Bhatti, Lucian Medrihan, Michelle X. Chen, Junghee Jin, Kathryn A. McCabe, Wei Wang, Estefania P. Azevedo, Jose H. Ledo, Yong Kim

**Keywords:** chronic stress, susceptibility, resilience, dentate gyrus, parvalbumin interneurons, Ahnak

## Abstract

Parvalbumin-expressing interneurons (PV neurons) maintain inhibitory control of local circuits implicated in behavioral responses to environmental stressors. However, the roles of molecular and cellular adaptations in PV neurons in stress susceptibility or resilience have not been clearly established. Here, we show behavioral outcomes of chronic social defeat stress (CSDS) are mediated by differential neuronal activity and gene expression in hippocampal PV neurons in mice. Using *in vivo* electrophysiology and chemogenetics, we find increased PV neuronal activity in the ventral dentate gyrus is required and sufficient for behavioral susceptibility to CSDS. PV neuron-selective translational profiling indicates mitochondrial oxidative phosphorylation is the most significantly altered pathway in stress-susceptible versus resilient mice. Among differentially expressed genes associated with stress-susceptibility and resilience, we find Ahnak, an endogenous regulator of L-type calcium channels which are implicated in the regulation of mitochondrial function and gene expression. Notably, Ahnak deletion in PV neurons impedes behavioral susceptibility to CSDS. Altogether, these findings indicate behavioral effects of chronic stress can be controlled by selective modulation of PV neuronal activity or a regulator of L-type calcium signaling in PV neurons.

## Introduction

Stress enhances motivational drives that promote evolutionarily favorable behaviors critical for survival (Hollon et al., 2015). However, stressful life events or chronic exposure to unavoidable stress can lead to maladaptive cellular and behavioral responses and contribute to the etiology of neuropsychiatric disease such as major depressive disorder (MDD) (Kessler, 1997; Kendler et al., 1999; Nestler et al., 2002; McEwen, 2012; Syed and Nemeroff, 2017). Many stress-related psychiatric disorders are characterized by altered behavioral and physiological states detrimental to an individual. However, while stress exposure can render some individuals susceptible to developing MDD, others are resilient and often remain healthy (Southwick et al., 2005). Several animal models including “learned helplessness,” chronic unpredictable stress, restraint stress and chronic social defeat stress (CSDS) have been used for the studies of stress susceptibility and resilience (Cryan and Mombereau, 2004; Krishnan et al., 2007; Nasca et al., 2015). Among them, the CSDS paradigm has been widely used and led to studies that attribute this individual divergence to molecular and cellular adaptations in multiple brain regions (Han and Nestler, 2017; Cathomas et al., 2019). Nonetheless, the key molecular and cellular targets responsible for behavioral responses to stress are not fully understood.

Alterations of ventral hippocampus are highly implicated in stress and emotional responses (Campbell and Macqueen, 2004; Fanselow and Dong, 2010). Particularly, multiple neuronal types including granule cells, mossy cells and interneurons in the dentate gyrus (DG) have been studied in regard to depression-like behavior and antidepressant action (Malberg et al., 2000; Oh et al., 2013; Shuto et al., 2020; Umschweif et al., 2021a). Previously, we found that molecular alterations selectively in parvalbumin (PV)-expressing GABAergic interneurons could modulate depression-like behavior (Lee et al., 2015; Jin et al., 2020). However, whether adaptations in neuronal firing and molecular expression in PV neurons mediate individual differences in stress vulnerability has not been elucidated.

In this study, we find that susceptibility to CSDS is driven by increased PV neuronal activity in the ventral dentate gyrus (PV*^vDG^*). Furthermore, PV neuron-selective RNA sequencing revealed that CSDS alters multiple molecular pathways regulating mitochondrial function, protein synthesis and synaptogenesis, which could underlie differences in neuronal activity. Among the dysregulated transcripts in hippocampal PV neurons was mRNA for Ahnak. Previously, Ahnak was characterized as an endogenous regulator of L-type voltage-gated calcium channels in PV neurons (Jin et al., 2020), cardiomyocytes (Haase et al., 2005) and T cells (Matza et al., 2008). L-type calcium signaling is highly implicated in mitochondrial function (Guzman et al., 2018; Hotka et al., 2020), gene expression (Dolmetsch et al., 2001; D’Arco and Dolphin, 2012) and neuronal plasticity (Simms and Zamponi, 2014). Importantly, Ahnak expression in the ventral dentate gyrus and in PV neurons is also required for behavioral susceptibility. Together, this study reveals that molecular and cellular adaptations in hippocampal PV neurons incurred by social stress mediate behavioral susceptibility or resilience.

## Materials and Methods

### Animals

All experiments involving animals were approved by The Rockefeller University Institutional Animal Care and Use Committee and were in accordance with the National Institutes of Health guidelines. Floxed Ahnak mice were generated and maintained at The Rockefeller University as described previously (Jin et al., 2020). Floxed Ahnak mice were crossed with PV-Cre mice (stock no: 008069, The Jackson Laboratory) to generate PV neuron-selective Ahnak KO line. Cre-dependent EGFP-L10a mice (stock no: 024750, The Jackson Laboratory, Bar Harbor, ME, United States) were crossed with PV-Cre mice to generate PV neuron-selective EGFP-L10a line for translating ribosomal affinity purification (TRAP). We produced the progeny of floxed Ahnak, PV-Cre, PV-selective EGFP-L10a and PV-selective Ahnak KO lines by *in vitro* fertilization (IVF) and embryo transfer techniques (Transgenic and Reproductive Technology Center, The Rockefeller University) to provide genotype- and age-matched animals. All mice are male and of C57BL/6 background except CD1 aggressors (strain 022, Charles River, Kingston, NY, United States) used for CSDS. Mice were housed 3–5 per cage with a 12:12-h light/dark cycle and *ad lib* access to food and water. *In vivo* recordings were performed with anesthetized mice. All behavioral tests were performed during the light cycle. All behavioral experiments commenced with male mice aged 8–12 weeks old. Transgenic mice were assigned randomly to experimental stress conditions based on their genotype. For AAV-mediated gene delivery experiments, transgenic mice were randomly assigned to experimental virus groups and then later to experimental stress conditions. Experimenters were blinded to group or genotype when performing and analyzing western blots, RNAscope, and social defeat. Experimenters were not blinded to groups when conducting behavioral experiments, but mice from each group were evenly assigned to equipment, run in parallel during behavioral tests, and analyzed using automated tracking software (Ethovision).

### Stereotaxic Surgery

All stereotaxic surgeries were performed on an Angle Two Small Animal Stereotaxic Instrument (Leica Biosystems, Buffalo Grove, IL, United States) with a microinjection syringe pump (UMP3 UltraMicroPump, World Precision Instruments, Sarasota, FL, United States). Male mice (7–8 weeks of age) were anesthetized with a mix of ketamine (100 mg/ml) and xylazine (10 mg/ml). AAV5-hSyn-GFP and AAV5-hSyn-Cre-GFP were obtained from UNC Vector Core, and AAV5-hSyn-DIO-mCherry (50459), AAV5-hSyn-DIO-hM4D(Gi)-mCherry (44362) and AAV5-hSyn-DIO-hM3D(Gq)-mCherry (44361) were purchased from Addgene. Viruses (500 nl/side) were injected bilaterally into the vDG (AP −2.7 ML ± 2.0 DV −2.2, mm relative to bregma) with a 2 mL Hamilton Neuros syringe at a speed of 0.1 μl/min. The needle was left for an additional 10 min and then slowly withdrawn. The stereotaxic injections were confirmed by immunohistochemistry and animals with infection outside of vDG or no infection in the vDG were excluded from data analysis. Mice were monitored for 48 h to ensure full recovery from the surgery. Experiments commenced 3 weeks after stereotaxic surgery to allow optimal expression of AAV viruses. Previous studies indicate that a single low dose of ketamine has a long-lasting antidepressant-like effects up to 8 days in rodents (Autry et al., 2011; Ma et al., 2013; Kim et al., 2021). In this study, we used ketamine as anesthesia for stereotaxic surgeries and AAV-mediated gene delivery. Because we performed experiments 3 weeks after stereotaxic surgery, we believe any potential effect of ketamine had waned down before the commencing the experiments. Importantly, all control groups in Figure 2 and Figures 5A–E underwent the same anesthetic procedure and stereotaxic injection of control AAV, suggesting that the outcome we observed are due to DREADD (designer receptor exclusively activated by designer drugs)-mediated inhibition or activation (Figure 2) or Ahnak KO and not influenced by ketamine.

### Chronic Social Defeat Stress

Chronic social defeat stress (CSDS) was carried out as described previously (Golden et al., 2011). Retired male breeder CD-1 mice were screened over three consecutive days and aggressors were selected according to the following criteria: (i) the latency to the initial attack was under 60 s and (ii) the screener mouse was attacked for two consecutive days. For ten consecutive days, the experimental mice were placed in the home cage of a prescreened CD-1 aggressor for 5-min of physical attack and then separated by a perforated divider for the remaining 24 h until the next defeat 24 h later. Each experimental mouse was exposed to a different aggressor each day. In parallel, stress-naïve control mice were placed in pairs within an identical home cage setup separated by a perforated divider for the duration of the defeat sessions. They were never in physical or sensory contact with CD-1 mice. After 10 days of social defeat, all aggressors and experimental mice were separated and singly housed. The SI test was performed 24 h later.

### Subthreshold Social Defeat Stress

Subthreshold social defeat stress (SSDS) was carried out as described previously (Cheng et al., 2019). Experimental mice were placed in the home cage of a prescreened CD-1 aggressor for 5-min of physical attack. 15 min later, the experimental mice were introduced to another 5-min physical attack by a novel CD-1 aggressor. This was repeated once more for a total of three defeat sessions. The SI test was performed 24 h later.

### Social Interaction Test

Social interaction (SI) test was carried out as described previously (Golden et al., 2011). The test was composed of two phases, each consisting of 150 s, where the experimental mice were allowed to explore an open field (42 cm × 42 cm × 42 cm) with a wire mesh enclosure (10 cm wide × 6.5 cm deep × 42 cm high). In the first phase, the wire mesh enclosure was empty. In the second phase, a novel CD-1 aggressor mouse was placed inside the wire mesh. The amount of time the experimental mice spent in the interaction zone surrounding the wire mesh enclosure was collected and analyzed by the video-tracking apparatus and software EthoVision XT 7 (Noldus Information Technology, Leesburg, VA, United States). SI ratio was calculated by dividing the amount of time the experimental mice spent in the interaction zone in phase two by the time in phase one [SI Ratio = (phase 2 time)/(phase 1 time)]. Susceptible mice were defined by a SI ratio under 1, whereas resilient mice were defined by a SI ratio greater than 1 (Golden et al., 2011).

### Sucrose Preference Test

Sucrose Preference Test (SPT) was adapted from previous studies (Jin et al., 2020). During the 1-day habituation period, mice were given a choice of two water bottles. The following day, bottles were replaced with new bottles containing either water or 2% sucrose solution. The consumption of water and sucrose solution was measured at different timepoints (0 and 4 h for acute CNO experiment or 24 h for chronic CNO and genetic knockout experiments). The sucrose preference was represented as percent preference for sucrose {[sucrose consumed/(water + sucrose consumed)] × 100}.

### Drug Administration

For *in vivo* electrophysiology experiments, susceptible mice were selected after the SI test. Ketamine administration (10 mg/kg, i.p., k2753, Sigma-Aldrich) occurred 24 h after the SI test and 1 day before the *in vivo* recording experiment.

For all Gi and Gq DREADD experiments, CNO (3 mg/kg, i.p., C0832, Sigma-Aldrich) (Medrihan et al., 2017) was administered. For chronic CNO administration in h4MDi animals during CSDS (Figure 2C), CNO was administered 30 min prior to each defeat for all 10 days of defeat. SI test was performed drug-free. For CNO administration in hM4Di animals after CSDS (Figure 2G), CNO was administered 30 min prior to the SI test and SPT. For CNO administration in hM3Dq animals during SSDS (Figure 2L), CNO was administered 30 min prior to the first subthreshold defeat session. SI-1 test was performed drug-free. For chronic CNO administration in h3MDq animals (Figure 2L), CNO was administered once each day for 10 days beginning the day after the acute administration and SI-1 test. SI-2 test was performed drug-free.

### *In vivo* Electrophysiology

Animals were anesthetized by injection of urethane (1 mg/kg, i.p.). For craniotomy, mice were mounted in a stereotaxic frame (David Kopf Instruments, CA, United States), in which the head of the animal was fixed with a pair of ear bars and a perpendicular tooth bar. Body temperature was continuously monitored by a rectal thermometer and maintained at 33 ± 1°C by placing the animal on a heating pad. Measurements were obtained from the ventral hippocampus. Stereotaxic coordinates [in mm, anterioposterior (−2.92) measured from bregma; lateral (±2.00) specified from midline; dorsoventral (−2.20) from surface of the brain] were set according to the Franklin and Paxinos Mouse Brain atlas (3rd edition). High density silicon probes with 4 shanks were used (Buzsaki32, NeuroNexus Inc., MI). The shanks were 250 μm apart from each other and bore eight recording sites each (160 μm diameter for each site; 1–3 MΩ impedance) arranged in a staggered configuration with 20 μm vertical separation. The probes were connected to a RHD 2132 amplifier board with 32 channels (Intan Technologies, CA, United States), mounted on a micromanipulator (Luigs & Neumann, Germany) and were gently inserted in the craniotomy window targeting the granule cell layer of the dentate gyrus in ventral hippocampus (AP –2.9 mm, L 2 mm, DV –2.2 mm). Data were sampled at 20 KHz.

For the spike detection, we employed a fully automated approach with the MountainSort clustering software (publically available at^1^). Spikes were verified using the MountainView software, available in the same package, and the various parameters were imported in Matlab for the spike sorting procedure (Matlab Signal Processing Toolbox, Mathworks, MA, United States). For the spike sorting procedure, two features of the spike were initially computed: trough-to-peak latency and the bursting behavior. Narrow waveform neurons, likely putative parvalbumin-positive basket cells (Stark et al., 2013), were classified as neurons with trough-to-peak smaller than 0.4 ms; wide waveforms were classified as neurons with half peaks longer than 0.4 ms. For the bursting behavior, a bursting index was calculated from the ratio of the frequency distribution of inter-spike intervals at 0-10 ms to that of the frequency distribution of inter-spike intervals at 200–300 ms. Neurons with a bursting index higher than 1.8 were considered excitatory neurons (Senzai and Buzsaki, 2017). To further separate the excitatory neurons, we took advantage of our own previous experience with intracellular recording with mossy cells and granule cells (Toader et al., 2013). The total number of neurons detected in all analyzed animals in the study (*n* = 772) went through a first stage classification based on the through-to-peak latency and burst index (BI). Three divisions were classified: putative excitatory cells (black dots, *n* = 336, BI > 1.8), narrow-waveform (red dots, *n* = 142, latency ≤ 0.4 ms) and wide-waveform (green dots, *n* = 294, latency > 0.4 ms) putative interneurons. Based on the bimodal distribution of the afterhyperpolarization (AHP) current, measured from the first derivative of the spike, excitatory neurons were further classified in putative mossy cells (*n* = 133, AHP < 70) and putative granule cells (*n* = 203, AHP > 70). In patch-clamp experiments, the intracellular action potentials of mossy cells show a significantly smaller AHP when compared to the mossy cells (L.M., unpublished data). To analyze the AHP in our experiments, we used the first derivative of the excitatory spikes (dx = dV/ds) in order to avoid the possible errors induced by the variable distance of the respective cells to the recording electrode. This approach also maximizes the differences in AHP induced by the potentially different dynamics between the ion channel conductances in the two neuronal types. We noticed a bimodal distribution of AHP in the excitatory neurons and according to it, we set a threshold of 70 (μV/ms) as a separation between mossy cells (< 70) and granule cells (> 70).

### Slice Electrophysiology

Four-week-old mice were euthanized with CO_2_. Following decapitation and removal of the brains, transversal slices (400 μm thickness) were cut using a Vibratome 1000 Plus (Leica Microsystems, IL, United States) at 2°C in a cutting solution containing (in mM): 87 NaCl, 25 NaHCO_3_, 2.5 KCl, 0.5 CaCl_2_, 7 MgCl_2_, 25 glucose, 75 sucrose and saturated with 95% O_2_ and 5% CO_2_. After cutting, the slices were left to recover for 30–45 min at 35 °C and then for 1 h at room temperature in recording solution (aCSF). The aCSF solution contained (in mM): 125 NaCl, 25 NaHCO_3_, 2.5 KCl, 1.25 NaH_2_PO_4_, 2 CaCl_2_, 1 MgCl_2_ and 25 glucose (bubbled with 95% O2 and 5% CO2). Whole-cell patch-clamp recordings were performed with a Multiclamp 700B/Digidata1550A system (Molecular Devices, CA, United States) and an upright Olympus BX51WI microscope (Olympus, Japan). An individual slice was placed in a recording chamber (RC-27L, Warner Instruments, United States) and constantly perfused with oxygenated aCSF at 24°C (TC-324B, Warner Instruments, United States) at a rate of 1.5–2.0 ml/min. Whole-cell patch-clamp recordings were obtained from PV neurons identified based on their size, shape and position in the subgranular layer using recording pipettes (Glass type 8250, King Precision Glass, Inc., CA, United States) that were pulled in a horizontal pipette puller (Narishige, NY) to a resistance of 3–4 MΩ and filled with an internal solution containing (in mM): 126 K-gluconate, 4 NaCl, 1 MgSO_4_, 0.02 CaCl_2_, 0.1 BAPTA, 15 glucose, 5 HEPES, 3 ATP, 0.1 GTP (pH 7.3). In order to measure the firing of the PV neurons, steps of 100 pA current were injected from a set starting membrane potential of −70 mV. Properties of the single action potentials were measured from the first action potential induced by the steps of injected current. Data were acquired at a sampling frequency of 50 kHz and filtered at 1 kHz and analyzed offline using pClamp10 software (Molecular Devices, CA, United States).

### TRAP and RNA-seq

TRAP was conducted as previously described (Heiman et al., 2014; Roussarie et al., 2020). Briefly, PV neuron-selective TRAP mice were subjected to CSDS. Hippocampi from PV-TRAP mice were freshly harvested. Hippocampal homogenates of non-defeat, resilient and susceptible mice were used for immunoprecipitation of EGFP-tagged polysomes from PV neurons, and polysome-attached mRNAs were isolated and RNA was further purified using RNeasy Micro Kit (Qiagen, Hilden, Germany). All RNA samples were validated for high quality using Bioanalyzer RNA 6000 Pico Kit (Agilent, San Diego, CA, United States). 1 ng of total RNA was used to generate full length cDNA using Clontech’s SMART-Seq v4 Ultra Low Input RNA Kit. 1 ng of cDNA was then used to prepare libraries using Illumina Nextera XT DNA sample preparation kit. Libraries with unique barcodes were pooled at equal molar ratios and sequenced on Illumina NextSeq 500 sequencer to generate 150 bp single reads, following manufacture’s protocol. Raw data can be found in the Nation Center for Biotechnology Information (NCBI) Gene Expression Omnibbus (GEO) database (GSE184027).

### Bioinformatics Analysis

Following sequencing, adapter and low-quality bases were trimmed by fastp (Chen et al., 2018) from the raw sequencing files in FASTQ format. Cleaned reads were aligned to the Mus musculus assembly 10 reference genome using STAR version 2.7.1a (Dobin et al., 2013). After alignment, the Reads Per Kilobase of transcript per Million mapped reads (RPKM) for all genes in each sample were calculated with R package edgeR (McCarthy et al., 2012). To analyze differential gene expression between samples, DESeq2 (Love et al., 2014) was used, applying the standard comparison mode between two experimental groups. *P* values were calculated in DESeq2 adjusted for multiple testing using the Benjamini-Hochberg procedure. Ingenuity Pathway Analysis was used to analyze cellular pathways with differentially expressed genes. The *P* values for DEGs (Fold changes > 2 and FDR < 0.05) were then uploaded to Ingenuity Pathway Analysis (Qiagen), which was used to analyze the cellular pathways determined by the differentially expressed genes. No exclusion of genes was made for the cellular pathway analyses.

### Immunohistochemistry

Animals were deeply anesthetized using CO_2_ and transcardially perfused with PBS, followed by 4% paraformaldehyde (PFA) in PBS. Brains were post-fixed in 4% PFA overnight at 4 °C, and then cryoprotected using 30% sucrose in PBS for at least 24 h, followed by freezing and embedding in Tissue Tek OCT medium (Sakura Finetek USA Inc., CA, United States). A cryostat was used to collect 40-μm-thick coronal sections. All staining between groups used the same master solution mix of blocking buffer and antibodies. Immunohistochemistry was performed side by side between groups. Free-floating sections were washed in PBS and subsequently incubated in blocking buffer (0.5% Triton X-100, 5% normal goat serum, in PBS) for ∼2 h at room temperature. Sections were then incubated overnight (∼16 h) at 4°C in the primary antibodies diluted in blocking buffer. The primary antibodies were as follows: anti-eGFP (chicken polyclonal, GFP-1020, Aves, 1:1,000), anti-Cre recombinase (mouse monoclonal, MAB3120, Millipore, 1:200), anti-parvalbumin (mouse monoclonal, PV235, Swant, 1:1,000 or guinea pig polyclonal, GP72, Swant, 1:1,000) and anti-mCherry (mouse monoclonal, 3A11, DSHB (UIOWA), 1:500). After incubation, sections were washed three times in PBS and incubated with Alexa-fluor-conjugated secondary antibodies (goat anti-guinea pig, A-11073, Invitrogen, 1:5,000; goat anti-rabbit (31460) and goat anti-mouse (31430), Thermo Fisher Scientific, 1:5,000). After secondary incubation, sections were washed in PBS three times and mounted on glass slides with hard set Vectashield (Vector Labs, CA) for microscopy. Confocal images were obtained on a Zeiss LSM 710 confocal imaging system (Carl Zeiss Microscopy, Thornwood, NY) using a 20 × /0.8 N.A. air or a 100 × /1.4 N.A. oil-immersion objectives (Carl Zeiss Microscopy, Thornwood, NY). Gain, exposure time, and all other related settings were constant throughout each experiment. All image groups were processed in parallel using Fiji.

### Western Blot

Mouse hippocampal tissues were lysed with a lysis buffer (Pierce IP Lysis Buffer, 87788, Thermo Fisher Scientific) supplemented with a protease and phosphatase inhibitor cocktail (78442, Thermo Fisher Scientific). The tissue lysates were homogenized with a Tissue Grinder (10 strokes, 02-911-529, Thermo Fisher Scientific) and centrifuged at 800 × *g* for 5 min. Protein levels in the supernatant were measured by the BCA method. The samples were mixed with the standard protein sample buffer and boiled on a hot plate for 2 min, and subjected to SDS-PAGE with 4–20% Novex Tris-Glycine gels (Sigma-Aldrich), followed by protein transfer onto a nitrocellulose membrane. The membranes were Immunoblotted with incubation of anti-Ahnak (rabbit polyclonal, RU2024, 1:5,000) or Anti-Gapdh (mouse monoclonal, MAB374, Millipore, 1:5,000) primary antibody followed by incubation of horseradish peroxidase-linked goat anti-rabbit or anti-mouse secondary antibody (1: 5,000, Thermo Fisher Scientific). Antibody binding was detected using the enhanced chemiluminescence immunoblotting detection system (Perkin Elmer LLC WESTERN LIGHTNING PLUS-ECL, Thermo Fisher Scientific) and Kodak autoradiography film. The bands were quantified by densitometry using NIH Image 1.63 software.

### RNAscope

One day following SI tests, animals were anesthetized and rapidly decapitated. Brains were quickly removed and fresh frozen in dry ice. Sections were cut at 20 μm, mounted on slides, and stored at −80°C. Sections were fixed in 4% PFA for 15 min, dehydrated in serial ethanol concentrations (50, 70, and 100%) and processed with the RNAscope Multiplex Fluorescent assay (320293, RNAScope, Advanced Cell Diagnostics, Inc., CA, United States). Sections were hybridized with a mixture of selective probes for parvalbumin (Mm-Pvalb, 421931) and Ahnak (Mm-Ahnak, 576971). Sections were then counterstained with DAPI and coverslipped. Confocal images were obtained on a Zeiss LSM 710 confocal imaging system using a 100 × /1.4 N.A. oil-immersion objective (Carl Zeiss Microscopy). Because each image contained only a few cells, multiple stack images were taken of each vDG and treated independently. Z-stacks were taken at 1 μm step size. Gain, exposure time, and all other related settings were constant for each quantified image. To generate a projection image for each PV cell, each set of stack projections was z-stacked with maximum intensity using Fiji. To minimize the Ahnak puncta from other cell types, regions-of-interest (ROIs) were made around only dense PV mRNA puncta to capture PV-expressing cytoplasmic area of PV neurons in the vDG. These ROIs were then used for puncta and cell count analysis using Fiji. Total *n* = 73–102 PV cells in vDG were analyzed per group. 2–3 sections per mouse and total 3–4 mice per group were analyzed.

### Statistics

All data are expressed as means ± SEM except violin plots and pie charts. Sample sizes for biochemistry, electrophysiology and CSDS were determined based on our empirical data accumulated in the laboratory and previous studies using CSDS (Berton et al., 2006; Krishnan et al., 2007; Menard et al., 2017). Although no methods were used to predetermine sample sizes for TRAP/RNA-seq experiment, our sample sizes are similar to those reported in previous publications of TRAP-RNA-seq experiments (Medrihan et al., 2017; Ayata et al., 2018; Azevedo et al., 2019, 2020; Badimon et al., 2020; Karayol et al., 2021; Stern et al., 2021). Sample sizes and statistical methods are provided in each figure legend. Statistical analysis was performed using the two-tailed unpaired Student’s *t*-test, one-way ANOVA, two-way ANOVA or repeated-measures two-way ANOVA (see Summary of statistical analysis in Supplementary Table 1). ANOVAs of paired Gaussian distributions were followed with Bonferroni’s *post hoc* test. The D′Agostino-Pearson omnibus normality test was used to determine normality. For non-Gaussian distributions of multiple groups, the Kruskal–Wallis test followed by Dunn’s multiple comparisons *post hoc* test was used. GraphPad Prism 6 or 8 was used for statistical analysis and graphical preparations. For *in vivo* electrophysiology, RNAscope, immnoblotting and behavioral tests, no cutoff of potential outliers was made for statistical analysis. For TRAP/RNA-seq dataset, cutoffs for DEGs in TRAP/RNA-seq analysis were fold Change > 2 and FDR < 0.05.*p* < 0.05 was considered the cutoff for statistical significance. Statistical significance is shown as *p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001, otherwise indicated in figures or figure legends.

## Results

### PV Neuron Activity in vDG Is Associated With Behavioral Responses to CSDS

The vDG is involved in mood control, stress responses, and antidepressant actions (Kheirbek et al., 2013; Anacker et al., 2018; Shuto et al., 2020). To assess the role of vDG neurons in stress-induced behavioral outcomes, we recorded vDG neuronal activity in mice that underwent CSDS (Figure 1A). The CSDS paradigm uses ethologically relevant stressors including physical defeat by and sensory contact with aggressor mice for 10 days to evoke social avoidance and anhedonic-like behavior, as measured by social interaction (SI) with a novel aggressor mouse and sucrose consumption (Krishnan et al., 2007; Golden et al., 2011). The SI test produces an SI ratio of the time spent in the interaction zone in the presence or the absence of a novel aggressor to identify susceptible (SI ratio below 1) and resilient (SI ratio equal to and greater than 1) groups (Figures 1B,C and Supplementary Figure 1). Non-defeated control mice remained housed in pairs without social defeat or contact with aggressors and display SI ratios similar to resilient mice.

**FIGURE 1:**
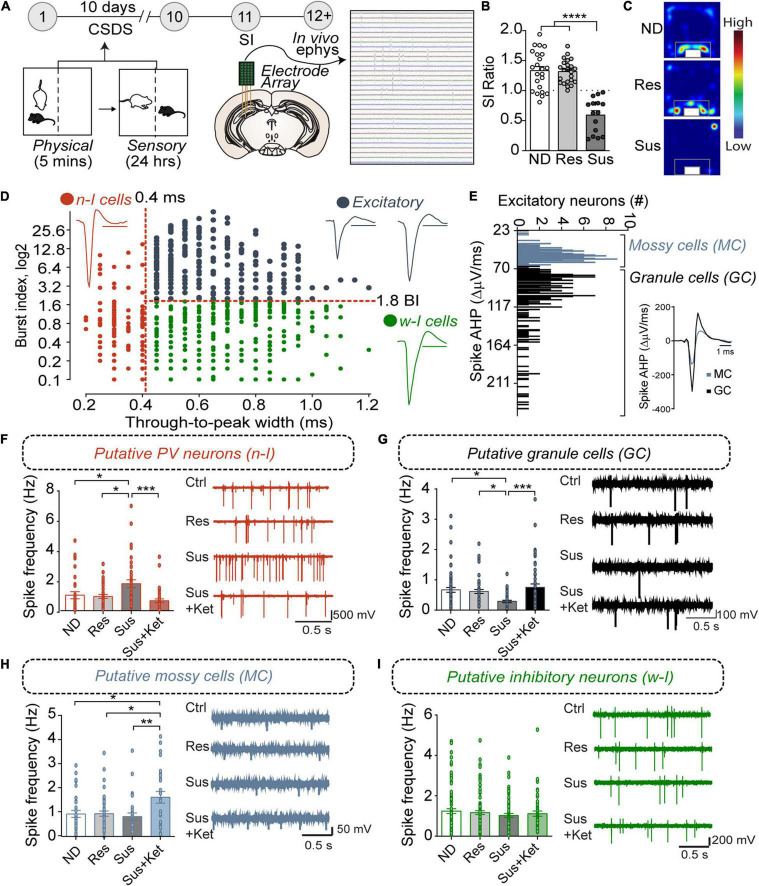
PV*^vDG^* neuron activity is altered by CSDS and associated with behavioral outcome. **(A)** Diagram and timeline of CSDS and intra-vDG electrophysiological recordings. **(B)** Representative animals depicting separation of animals into non-defeated control (ND), resilient (Res, SI ratio ≥ 1), and susceptible (Sus, SI ratio < 1) groups [one-way ANOVA, Non-defeated (*n* = 23), Res (*n* = 23) and Sus (*n* = 15)]. **(C)** Example heatmaps displaying time spent in the SI arena with caged aggressor. **(D)** All neurons detected (*n* = 772) went through a first stage classification based on the through-to-peak latency and burst index (BI) to distinguish putative excitatory cells (black dots, *n* = 336, BI > 1.8), narrow-waveform putative PV neurons (red dots, *n* = 142, latency ≤ 0.4 ms) and wide-waveform putative interneurons (green dots, *n* = 294, latency > 0.4 ms). Scale bars for the representative waveforms represent 1 ms. **(E)** Excitatory neurons were further classified in putative mossy cells (*n* = 133, AHP < 70) and putative granule cells (*n* = 203, AHP > 70) based on the bimodal distribution of the AHP current, measured from the first derivative of the spike. **(F–I)** Histograms show frequency (mean ± SEM) of the putative neuronal types analyzed in the respective experimental groups. Each black dot represents a neuron. **(F)** Susceptibility is associated with an increase in PV neuron spike frequency that is reversed by Ketamine (*n* = 31/7 (neurons/mice) ND mice; 36/7 resilient mice, 37/5 susceptible mice, and 38/3 for susceptible mice treated with ketamine). **(G)** Susceptibility is associated with decreases in GC spike frequency that is reversed by Ketamine [*n* = 61/7 (neurons/mice) ND mice, 47/7 resilient mice, 41/5 susceptible mice, and 54/3 susceptible mice treated with ketamine]. **(H)** Ketamine increases MC spike frequency [*n* = 31/7 (neurons/mice) ND mice, 49/7 for the resilient mice, 27/5 for the susceptible mice, and 26/3 susceptible mice treated with ketamine. **(I)** CSDS or Ketamine did not alter spike frequency in other inhibitory neurons (*n* = 85/7 (neurons/mice) ND mice, 97/7 resilient mice, 62/5 susceptible mice and 50/3 susceptible mice treated with ketamine). *p < 0.05, **p < 0.01, ***p < 0.001, one-way ANOVA with Bonferroni’s *post hoc* comparison.

**FIGURE 2:**
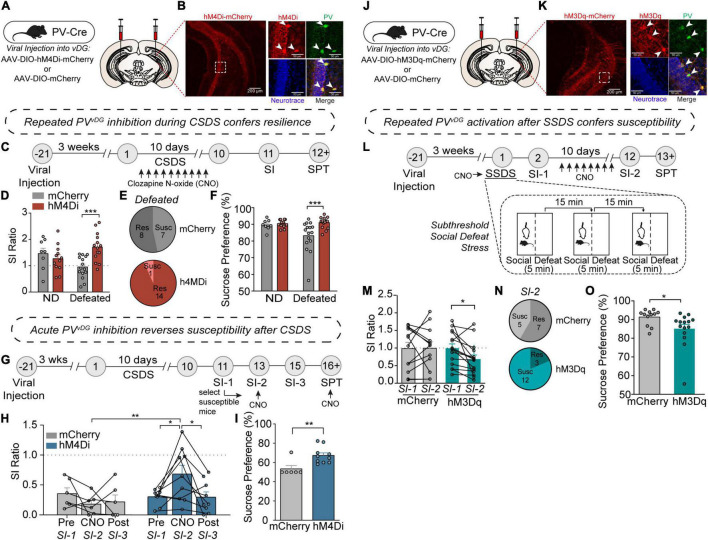
PV neuron activity in the vDG mediates resilience or susceptibility to CSDS. **(A)** Viral injection strategy for expression of hM4Di-mCherry or mCherry in vDG of PV-Cre mice. **(B)** Representative images showing hM4Di-mCherry expression in the vDG (left image; scale bar, 200 μm) and high magnification images of a dotted rectangular region showing selective expression of hM4Di-mCherry in PV neurons (right images; scale bar, 50 μm). **(C)** Timeline of repeated CNO treatments during CSDS and behavioral experiments. **(D)** Repeated CNO-treatment resulted in increased SI ratio [two-way ANOVA, Non-defeat (ND): mCherry (*n* = 8) and hM4Di (*n* = 12), Defeated: mCherry (*n* = 15) and hM4Di (*n* = 14)]. **(E)** Pie charts showing the number of resilient and susceptible animals after repeated injections of CNO during CSDS. **(F)** Chronic-CNO treatment during CSDS resulted in hM4Di mice displaying increased sucrose compared to mCherry controls [two-way ANOVA, Non-defeat: mCherry (*n* = 8) and hM4Di (*n* = 12), Defeated: mCherry (*n* = 16) and hM4Di (*n* = 16)]. **(G)** Timeline of CSDS, acute CNO treatments and behavioral experiments. **(H)** Acute CNO-treatment resulted in increased SI ratio only in hM4Di but not in mCherry control group during SI-2 test [two-way repeated measures ANOVA, mCherry (*n* = 6) and hM4Di (*n* = 9)]. **(I)** After acute-CNO treatment, hM4Di group displayed increased sucrose preference in SPT compared to mCherry control group [unpaired two-tailed *t*-test, mCherry (*n* = 6) and hM4Di (*n* = 10)]. **(J)** Viral injection strategy for expression of hM3Dq-mCherry or mCherry in vDG of PV-Cre mice. **(K)** Representative images showing hM3Dq-mCherry expression in the vDG (left image; scale bar, 200 μm) and high magnification images of a dotted rectangular region showing selective expression of hM3Dq-mCherry in PV neurons (right images; scale bar, 50 μm). **(L)** Timeline of SSDS, CNO treatments and behavioral experiments, and diagram of SSDS. **(M)** Comparison of SI ratio obtained from SI-1 (tested after an acute injection of CNO immediately followed by SSDS) versus SI-2 (tested after repeated daily injections of CNO for 10 days). After chronic injections of CNO, hM3Dq mice displayed increased social avoidance compared to mCherry controls [two-way repeated measures ANOVA, mCherry (*n* = 12) and hM3Dq (*n* = 15)]. **(N)** Pie charts showing the number of resilient and susceptible animals resulting from repeated injections of CNO after SSDS. **(O)** After repeated injections of CNO, hM3Dq mice displayed decreased sucrose preference compared to mCherry controls in SPT [unpaired two-tailed *t*-test, mCherry (*n* = 12) and hM3Dq (*n* = 15)]. Data are expressed as mean ± SEM, and individual data points are depicted. *Post hoc* Bonferroni’s multiple comparisons were used for ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001.

To examine whether CSDS elicited adaptations in basal neuronal activity within the vDG, we recorded vDG neurons using *in vivo* high-density silicon probe recordings in anesthetized animals. Harnessing known characteristics of firing dynamics, we classified and separated discrete neuron classes. For example, neurons were classified on the basis of the width (through-to-peak latency) of the waveform of their spikes (Figure 1D, see section “Materials and Methods”) into “narrow” and “wide” waveform neurons to separate putative fast-spiking PV-positive neurons from other cell classes in the hippocampus (Stark et al., 2013). Additionally, the analysis of bursting, a marker of internal firing dynamics that distinguishes wide waveform putative excitatory from inhibitory neurons in the vDG, further separated the neurons into wide-inhibitory neurons and excitatory neurons (Senzai and Buzsaki, 2017). Furthermore, mossy cells have a small AHP current following an action potential (Scharfman and Myers, 2012) compared to granule cells (see section “Materials and Methods”) and, based on the bimodal distribution of the amplitude of the AHP current, we further separated the excitatory neurons in putative mossy cells and putative granule cells (Figure 1E).

Our results showed that, in susceptible mice, the firing frequency of putative PV neurons was significantly increased in susceptible mice compared to non-defeated or resilient mice (Figure 1F). In contrast, the firing frequency of putative granule cells was significantly decreased in susceptible mice compared to the frequency in non-defeated or resilient mice (Figure 1G). No difference, however, was found in the firing frequency of mossy cells between non-defeated, susceptible, or resilient groups (Figure 1H). To examine whether CSDS-induced adaptations in neuron activity could be reversed by known fast-acting antidepressants (Kim et al., 2019), we administered ketamine in susceptible mice and recorded neuronal activity. Ketamine ameliorated the increase in firing frequency of putative PV neurons and restored them to comparable levels to non-defeated or resilient mice (Figure 1F). In addition, ketamine treatment increased firing rates in putative granule and mossy cells (Figures 1G,H). However, the firing frequency of other inhibitory neurons (CCK, SOM etc.) remained unchanged in resilient and susceptible mice with or without ketamine treatment as compared to control mice (Figure 1I). Together, these data suggest that CSDS-induced neuron activity changes of PV*^vDG^* and granule cells (GC*^vDG^*) may play a critical role in divergent behavioral responses to stress. The opposing directionality in CSDS-induced changes in PV neurons and GCs likely arise from the perisomatic inhibition onto large GC populations by PV neurons (Kraushaar and Jonas, 2000; Struber et al., 2015). Our previous studies suggested that inhibition of calcium signaling or neuronal activity selectively in PV neurons induces an antidepressant-like behavioral phenotype (Lee et al., 2015; Jin et al., 2020), and this notion is also supported by the reduction of PV*^vDG^* neuron activity by ketamine (Figure 1F). We thus sought to determine whether inhibition or activation of PV*^vDG^* was capable of conferring or suppressing resilience to CSDS, respectively.

### PV Activity in vDG Mediates Behavioral Responsivity to CSDS

To evaluate whether PV*^vDG^* neuronal activity mediates behavioral responses to CSDS, we employed the use of DREADDs (designer receptor exclusively activated by designer drugs) (Roth, 2016) to manipulate PV*^vDG^* neuronal activity *in vivo*. The vDG of PV-Cre mice were bilaterally injected with Cre-dependent hM4Di-mCherry or empty vector mCherry (Figure 2A) to selectively express hM4Di-mCherry in PV*^vDG^* (Figure 2B). First, we assessed whether repeated chemogenetic inhibition of PV neurons concurrent with CSDS would affect behavioral divergence. Mice expressing hM4Di or mCherry in PV*^vDG^* underwent CSDS, during which the DREADD agonist clozapine *N*-oxide (CNO) was administered 30 min prior to each defeat session to suppress neuronal activity during and after each social stress encounter (Figure 2C). Interestingly, repeated inhibition of PV*^vDG^* neuronal activity promoted resilience evident from an increased SI ratio (Figures 2D,E and Supplementary Figure 2A). Additionally, repeated CNO-treatment resulted in mitigated stress-induced anhedonic-like behavior in the sucrose preference test (SPT) (Krishnan et al., 2007) in mice expressing hM4Di in PV*^vDG^* compared to mCherry (Figure 2F).

Given that stress-susceptible mice administered with ketamine displayed PV*^vDG^* firing rates similar to non-defeated and stress-resilient mice (Figure 1F), we questioned whether acute inhibition of PV*^vDG^* might be sufficient to reverse social avoidance and anhedonic-like behavior in stress-susceptible mice. To address this, mice were exposed to CSDS to generate susceptible mice expressing either hM4Di or empty vector mCherry as a control. 48 h after the initial SI test (SI-1), only susceptible mice (SI ratio < 1.0) were administered with CNO 30 min before a subsequent SI-test (SI-2) (Figure 2G). Remarkably, acute CNO administration was capable of attenuating susceptibility as evident by an increased SI ratio (Figure 2H) and time spent in the interaction zone with the aggressor (Supplementary Figure 2B). This amelioration of social avoidance returned to SI scores similar to those in SI-1 when tested another 48-h later (SI-3) before which CNO was not administered (Figure 2H), suggesting that CNO-mediated PV inhibition acutely and transiently reverses behavioral susceptibility. To test whether acute inhibition of PV*^vDG^* can attenuate stress-induced anhedonic-like behavior, we administered CNO during SPT. Indeed, acute administration of CNO increased sucrose preference in mice expressing hM4Di compared to mCherry control mice (Figure 2I).

We next evaluated whether chemogenetic activation of PV*^vDG^* would be sufficient to produce stress susceptibility. We bilaterally injected Cre-dependent AAV expressing hM3Dq-mCherry or empty vector mCherry into the vDG of PV-Cre mice (Figure 2J) to selectively express hM3Dq-mCherry in PV*^vDG^* (Figure 2K). We adopted a subthreshold social defeat stress (SSDS) paradigm that uses 3 social stress sessions in 1 day (Cheng et al., 2019) and tested the effect of acute activation of PV*^vDG^* by CNO during SSDS or repeated activation after SSDS on behavior (Figure 2L). While acute CNO treatment during SSDS did not cause any significant difference between hM3Dq mice and mCherry control mice (Supplementary Figures 2C,D), subsequent repeated daily activation of PV*^vDG^* neurons after SSDS resulted in behavioral susceptibility indicated by a decreased SI ratio (Figures 2M,N and Supplementary Figure 2E) and reduced sucrose preference (Figure 2O). Repeated CNO administration in hM3Dq mice naïve to previous stressors, however, failed to elicit this decrease (Supplementary Figures 2F–H). These data suggest that while repeated or acute inhibition is sufficient to drive resilience to social stress, activation of these neurons must occur repeatedly over the course of many days to drive stress-susceptibility, potentially indicative of what occurs during CSDS.

### Molecular Adaptations in Hippocampal PV Neurons Are Associated With Divergent Behavioral Consequences After CSDS

To determine whether molecular adaptations in hippocampal PV neurons were associated with resilience or susceptibility to CSDS, we generated PV neuron-specific expression profiles using the TRAP/RNA-seq approach (Heiman et al., 2008). 

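In TRAP, ribosomes that carry the tagged L10a protein are immunoprecipitated from a tissue homogenate, so the RNA recovered with them comes mainly from cells that express the tag. TRAP RNA was sequenced from 4 non-defeated, 4 resilient and 3 susceptible samples. Total RNA of 3 homogenates of non-defeated mice served as input, and the numbers in their sample names are not those of the TRAP samples, so input and TRAP were not paired. Full-length cDNA was made from 1 ng of RNA, and libraries were sequenced as single reads of 150 bp. The authors trimmed the reads with fastp, aligned them to the mm10 genome with STAR and deposited the counts of reads on each gene, without normalization. The program that counted the reads and the gene annotation are not named in the paper's text. Between 72098582 and 94726962 reads per library were counted on genes in non-defeated mice, between 75325264 and 87316567 in resilient mice, between 73348628 and 77566993 in susceptible mice and between 64110214 and 80063224 in input. The genes with the most counts, 10 per library, together took between 4.46% and 5.34% of the counts of a TRAP library. Of the 39017 gene identifiers, 37693 were named from release 21 of the GENCODE mouse annotation, and the unnamed ones held 0.824% of the counts. Counts were scaled to library size (CPM) and normalized with edgeR's TMM method, and the 21298 genes kept by edgeR's default filter on low counts were tested in one quasi-likelihood model of all 14 libraries, with Benjamini-Hochberg adjustment of the 2-sided p-values. Normalization factors were between 0.945 and 0.995 in TRAP libraries and between 1.10 and 1.12 in input. Replicates differed by more than counting error in every pair, with a chi-square per degree of freedom of 14.0 in the closest pair. Within a group, no library was therefore a copy of another.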

We used a Cre recombinase-dependent TRAP line crossed with PV-Cre line to express the ribosomal protein L10a fused to enhanced green fluorescent protein (EGFP) selectively in PV neurons (Figure 3A). After CSDS, mouse hippocampal homogenates of non-defeated, resilient, and susceptible mice were used for immunoprecipitation of EGFP-tagged polysomes from PV neurons, and polysome-attached mRNAs were isolated and sequenced (Figure 3B). Importantly, PV-neuron specific TRAP revealed high selectivity, evident by high enrichment of PV mRNA, but not markers of other neuronal types, neuroglia and cell types in blood vessels, suggesting tight selectivity (Figure 3C).

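Pvalb (ENSMUSG00000005716), which encodes PV, lies on the minus strand of chromosome 15 of mm10 from 78191114 to 78206400. Scaled by total counts only, it had 1425 ± 150 CPM (SD, n = 4) in TRAP libraries of non-defeated mice and 28.2 ± 6.99 (SD, n = 3) in input, a ratio of 50.6. With each library left out in turn, the ratio stayed between 45.5 and 58.4. From TMM-normalized counts the ratio was 57.5. Offsets, added to that normalization, took it to 61.2 for GC content and 51.0 for gene length. In the edgeR model, the log2 fold change of Pvalb was 5.85 (standard error 0.17, adjusted p = 7.89e-11), and it ranked at place 13 of the 21298 genes tested. Of the 17 other marker genes in Figure 3C, 9 were lower in TRAP than in input at an adjusted p-value under 0.05, 6 were neither lower nor higher and 2 were higher. The higher ones were Sst, a marker of another class of interneurons, with 185 ± 37.3 CPM in TRAP and 69.1 ± 6.79 in input (log2 fold change 1.61, adjusted p = 0.000753), and Cldn5, a marker of endothelial cells, with 2.86 ± 0.504 and 1.40 ± 0.314 (log2 fold change 1.22, adjusted p = 0.0136). Among the lower ones, Opalin, a marker of oligodendrocytes, had the largest change, with a log2 fold change of -2.75 (adjusted p = 8.22e-08). Calb1 had the smallest, with -0.63 (adjusted p = 0.000250), which an offset for GC content took to -0.20 (adjusted p = 0.159). Cdh5, Myh11, Kcnj8, Aldh1l1, Cspg4 and Mrc1 did not pass the threshold in either direction. Of these, Cdh5, Myh11, Kcnj8 and Mrc1 had a CPM under 1 in both groups.

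**Figure D1:**
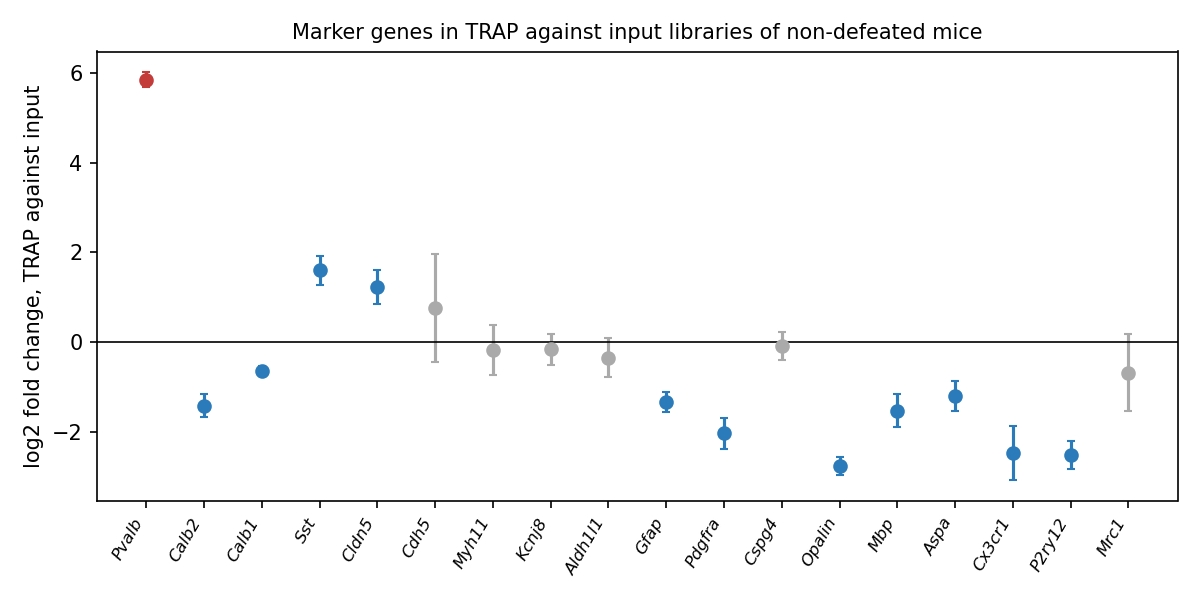
Log2 fold change between TRAP and input libraries of non-defeated mice for the marker genes of Figure 3C, with bars of 1 standard error. Pvalb is red at 5.85, genes past the adjusted threshold are blue, with Sst at 1.61 and Cldn5 at 1.22 above 0, and the others are grey.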

**FIGURE 3:**
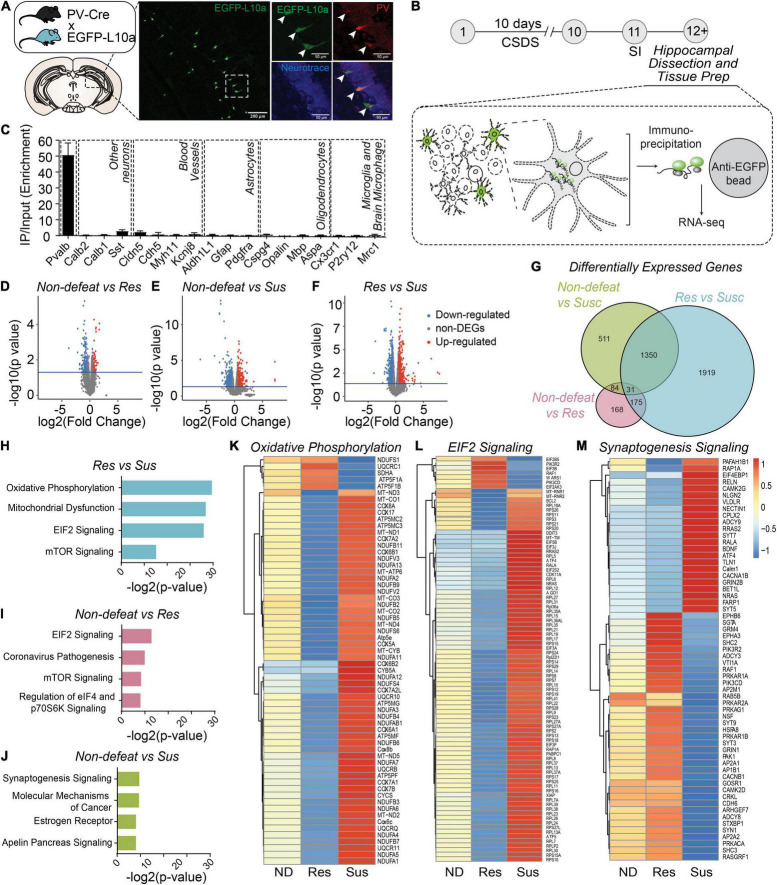
Molecular adaptations in hippocampal PV neurons are associated with divergent behavioral consequences after CSDS. **(A)** Diagram of transgenic PV-specific EGFP-L10a line for TRAP. Representative images showing EGFP-L10a expression in the vDG (left image; scale bar, 200 μm) and high magnification images of a dotted rectangular region showing selective expression of EGFP-L10a in PV neurons (right images; scale bar, 50 μm). **(B)** Timeline of CSDS and subsequent hippocampal dissection, TRAP and RNAseq. **(C)** Enrichment of marker genes in TRAP/RNAseq data. **(D–F)** Volcano plots of DEGs in Non-defeated (ND) vs Res **(D)**, ND vs Sus **(E)** and Res vs Sus **(F)** comparisons. **(G)** Venn diagram for DEGs (cutoff, *p* < 0.05). **(H–J)** Top 4 pathways significantly altered in Res vs Sus **(H)**, ND vs Res **(I)**, ND vs Sus **(J)** comparisons. **(K–M)** Heat maps of DEGs in the top pathway in each comparison. Mean value of gene expression was used [(ND (*n* = 4), Res (*n* = 4) and Sus (*n* = 3)].

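Differential expression between the stress groups was tested on the counts of 21298 genes in the edgeR model, for which a threshold of p under 0.05 alone would pass 1065 genes by chance in each comparison. Between non-defeated and resilient mice, 933 genes had an unadjusted p-value under 0.05 (472 higher and 461 lower in resilient mice), and 0 had an adjusted p-value under 0.05. Between non-defeated and susceptible mice, 2835 genes had an unadjusted p-value under 0.05 (1407 higher and 1428 lower in susceptible mice), 8 had an adjusted p-value under 0.05 and 4 of them also changed more than 2-fold. Between resilient and susceptible mice, 4461 genes had an unadjusted p-value under 0.05 (2309 higher and 2152 lower in susceptible mice), 403 had an adjusted p-value under 0.05 (217 higher and 186 lower), and 39 of these changed more than 2-fold. The 403 depended on the test and on the libraries: the likelihood ratio test called 1099 genes, DESeq2 called 1059, and the quasi-likelihood model of the resilient and susceptible libraries alone called 0, with 3348 at an unadjusted p-value under 0.05. The main model estimates spread from input replicates too. Their chi-square per degree of freedom was 14.0 to 21.3, against 18.4 to 114 in non-defeated, 30.7 to 117 in resilient and 42.6 to 127 in susceptible TRAP libraries. The p-values between stress groups therefore rest partly on a sample type with less spread. At the unadjusted threshold, 265 genes were shared by both comparisons with non-defeated mice, 182 of them changed in the same direction, and 93 genes passed in all 3 comparisons. Both comparisons use the same non-defeated libraries, which by itself favors a shared direction. The 182 is therefore not evidence of a shared response. The gene with the smallest p-value in susceptible mice was 4930500M09Rik (ENSMUSG00000044306; chromosome 1, from 170214860 to 170216422). It had 5.15 ± 0.663 normalized CPM (SD, n = 4) in non-defeated, 5.77 ± 0.515 (SD, n = 4) in resilient and 2.32 ± 0.0937 (SD, n = 3) in susceptible mice, a log2 fold change of -1.31 against resilient mice (adjusted p = 0.00376) and -1.15 against non-defeated mice (adjusted p = 0.0185). ENSMUSG00000067833, which the annotation does not name, fell by 0.85 against resilient mice (adjusted p = 0.00903) and by 0.79 against non-defeated mice (adjusted p = 0.0320) on the log2 scale, and ENSMUSG00000072829, also without a name, fell by 0.81 against resilient mice (adjusted p = 0.0106) and by 0.78 against non-defeated mice (adjusted p = 0.0320). Hba-a1 and Hba-a2, paralogs that encode alpha globin and are lower in TRAP of non-defeated mice than in input, and Pglyrp1 rose in susceptible against non-defeated mice. The log2 fold change of Pglyrp1 was 1.74 (adjusted p = 0.0475). Against resilient mice, Hnrnpa3 (log2 fold change 0.61, adjusted p = 0.00903) and Gm15834 (0.90, adjusted p = 0.0106) rose, and Dvl3 fell by 0.73 on the log2 scale (adjusted p = 0.00903). On the opposite strand, Gm15834 overlaps Fam126b, 4930500M09Rik overlaps Uhmk1 and Dvl3 overlaps Gm16618, and overlapping reads cannot be assigned to either gene without strand information. The number in the sample name, 1 to 11, separates TRAP libraries in many genes, and only 1 susceptible library is numbered 7 to 11. In the TRAP libraries alone, 1 gene had an adjusted p-value under 0.05 between resilient and susceptible mice. With the number as a covariate, chosen after the data were seen, 1109 did, and 0 in both comparisons with non-defeated mice, where 1550 genes in resilient and 2630 in susceptible mice had an unadjusted p-value under 0.05.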

RNA-seq revealed 458 differentially expressed genes (DEGs) between non-defeated and resilient mice, 1976 DEGs in non-defeated and susceptible mice, and 3475 DEGs in resilient and susceptible mice (Figures 3D–G). 

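Subunits of the oxidative phosphorylation complexes and ribosomal proteins, which are part of EIF2 signaling, were tested as gene sets defined by gene symbol, because the sets behind the pathway analysis are not given in the paper's text. The limma camera test, which allows for the correlation between genes of a set, was used. The 103 oxidative phosphorylation genes had a mean log2 fold change of 0.29 in susceptible against resilient mice, with 87 higher, 64 at an unadjusted p-value under 0.05 and 3 at an adjusted p-value under 0.05. The camera p was 0.133, with an estimated correlation between genes of 0.40. The mean log2 CPM of the set were 7.92 ± 0.17 (SD, n = 3) in susceptible and 7.63 ± 0.11 (SD, n = 4) in resilient mice, which overlapped (exact permutation test, 2-sided, p = 0.0857, where the smallest possible is 0.0286). A preset correlation of 0.01 in place of the estimated one moved the set's p most, to 9.92e-14. The 82 ribosomal protein genes had a mean log2 fold change of 0.35, with 79 higher, 75 at an unadjusted and 19 at an adjusted p-value under 0.05. Their camera p was 0.0488, and 0.200 after adjustment over the 6 tests of both sets. Their mean log2 CPM were 6.98 ± 0.11 (SD, n = 3) in susceptible and 6.64 ± 0.05 (SD, n = 4) in resilient mice, and the groups did not overlap (exact permutation test, p = 0.0286, the smallest possible). In the libraries numbered 1 to 6, susceptible mice were higher by 0.31 for oxidative phosphorylation and 0.42 for ribosomal proteins on the log2 scale. In those numbered 7 to 11 the differences were 0.15 and 0.21, with 1 susceptible library. Of 62 gene names read from Figure 3K, 57 were higher and 5 lower in susceptible than in resilient mice, as in the figure, with 53 at an unadjusted p-value under 0.05. Adjusted over all genes, 2 passed the threshold, and adjusted over the list, which holds the paper's own calls on these data, 51 did. Those 2 were Ndufa5 (chromosome 6, from 24518666 to 24528013; log2 fold change 0.43, adjusted p = 0.0447) and Ndufb3 (chromosome 1, from 58586384 to 58595964; 0.44, adjusted p = 0.0468). Both lost the adjusted threshold in 6 of 11 other settings, with adjusted p-values up to 0.147 and 0.150, and in 6 of 7 fits with 1 library left out. Among the genes that fell, Uqcrc1 did so by 0.30 (adjusted p = 0.0929) and Atp5a1, which overlaps Haus1 on the opposite strand, by 0.37 on the log2 scale (adjusted p = 0.124).

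**Figure D2:**
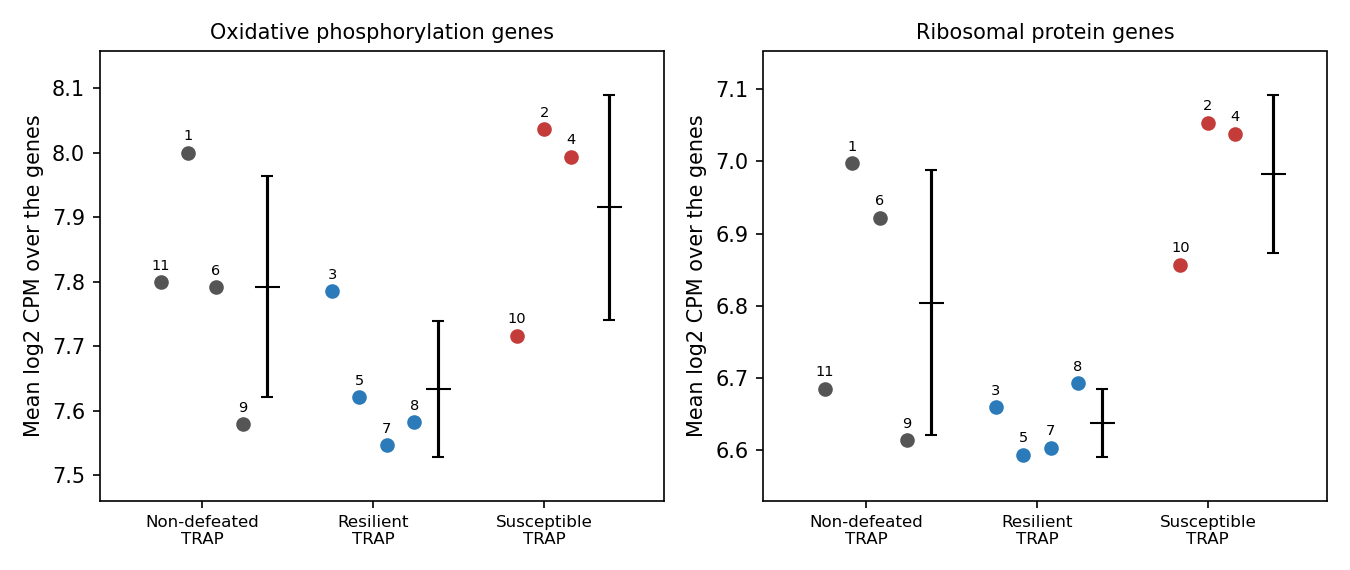
Mean log2 CPM of the oxidative phosphorylation and ribosomal protein sets in each library, labelled with its sample number, with black bars at the mean ± SD of each group. In the ribosomal protein set the 3 susceptible libraries lie between 6.86 and 7.05, above the 4 resilient ones between 6.59 and 6.69.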

Pathway-analysis with DEGs was performed (Figures 3H–J), and between resilient and susceptible mice or non-defeated, genes associated with oxidative phosphorylation (Figure 3K), mitochondrial dysfunction (Supplementary Figure 3B), EIF2 signaling (Figure 3L) or mTOR signaling (Supplementary Figure 3B) were differentially expressed. In contrast, changes in expression of genes associated with synaptogenesis were most divergent between non-defeated and susceptible mice (Figures 3J,M). These results suggest that alterations of mitochondrial, protein synthesis, cell metabolism and synaptic pathways in hippocampal PV neurons may drive adaptive changes in PV*^vDG^* neuronal activity and behavioral responses to CSDS.

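Of 60 gene names read from Figure 3M, 23 were higher and 37 lower in susceptible than in non-defeated mice, all in the direction the figure shows. Their log2 fold changes ranged from -1.01 to 0.71. At an unadjusted p-value under 0.05, 30 passed. Adjusted over the 21298 genes tested 0 passed, and adjusted over the list of the paper's own calls 21 did. Adcy9 (chromosome 16, from 4287529 to 4420498) had 8.00 ± 1.26 normalized CPM (SD, n = 4) in non-defeated and 12.6 ± 0.643 (SD, n = 3) in susceptible mice, a log2 fold change of 0.66 (standard error 0.15, adjusted p = 0.132 in edgeR). Nectin1 (chromosome 9, from 43743984 to 43807461) rose from 3.36 ± 0.0650 to 5.51 ± 1.30, a log2 fold change of 0.71 (standard error 0.17, adjusted p = 0.145). Rab5b (chromosome 10, from 128677175 to 128696264) fell by 0.31 on the log2 scale (standard error 0.07, adjusted p = 0.132), and Shc3 (chromosome 13, from 51431041 to 51569419) fell by 0.68 (standard error 0.18, adjusted p = 0.169). Adcy9 overlaps the pseudogene Gm6142 on the same strand, and Nectin1 overlaps Gm30015 on the opposite strand.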

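The comparisons with non-defeated mice gave smaller differences in both gene sets than the comparison of resilient with susceptible mice. For oxidative phosphorylation, the camera p was 0.128 for resilient and 0.442 for susceptible against non-defeated mice. For ribosomal proteins the values were 0.0808 and 0.218. After adjustment over the 6 tests they were 0.200 for both sets in resilient mice, and 0.442 and 0.262 in susceptible mice. The exact permutation p of the set means was 0.171 and 0.429 for oxidative phosphorylation and 0.143 and 0.257 for ribosomal proteins, in the same order. The sample number as a covariate, chosen after the data were seen, changed the camera p before adjustment over the tests. In resilient mice it was then 0.0416 for oxidative phosphorylation and 0.0356 for ribosomal proteins. In susceptible mice it was 0.572 and 0.230. From the pathways that hold the DEGs of each comparison (Figures 3H–J), the paper proposes that changes in mitochondrial function, protein synthesis, metabolism and synapses of hippocampal PV neurons may drive adaptation of their activity and of the response to CSDS.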

### Chronic Stress Alters Expression of Ahnak in the Hippocampus

Our previous study identified Ahnak as a regulator of “depressive”-like behavior, potentially in part due to its role in trafficking L-type VGCCs to the surface, positioning Ahnak to regulate neuronal activity responses (Jin et al., 2020). Remarkably, we find that susceptible mice have increased Ahnak mRNA in our TRAP/RNAseq dataset (*p* = 0.0399, Supplementary Table 2). 

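Ahnak (ENSMUSG00000069833) lies on the plus strand of chromosome 19 of mm10 from 8989284 to 9076914, and each TRAP library held between 131 and 351 counts of it. Its normalized CPM were 2.83 ± 0.423 (SD, n = 4) in non-defeated, 2.52 ± 0.674 (SD, n = 4) in resilient and 3.21 ± 1.41 (SD, n = 3) in susceptible mice. The individual susceptible libraries had 4.65, 3.16 and 1.83. In non-defeated mice Ahnak was not enriched in TRAP over input at the adjusted threshold (log2 fold change 0.19, adjusted p = 0.598). Against non-defeated mice, the log2 fold change in susceptible mice was 0.18 (standard error 0.29). The unadjusted edgeR p was 0.535 and the adjusted p 0.811. Against resilient mice it was 0.35 (standard error 0.29), with an unadjusted p of 0.243 and an adjusted p of 0.526. In resilient against non-defeated mice it was -0.17, with an unadjusted p of 0.543 and an adjusted p of 1. The exact permutation tests gave 2-sided p-values of 0.800, 0.514 and 0.400 in the same order. The differences were smaller than the spread between susceptible libraries. Without the susceptible library numbered 10, the log2 fold changes of susceptible mice became -0.18 against non-defeated and -0.01 against resilient mice. Without the library numbered 4 they were 0.47 and 0.63, and the unadjusted p against resilient mice was 0.0344. In libraries numbered 1 to 6, susceptible mice differed from resilient mice by 0.08 and from non-defeated mice by -0.25 on the log2 scale. In those numbered 7 to 11, the 1 susceptible library differed by 0.82 and 0.75.

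**Figure D3:**
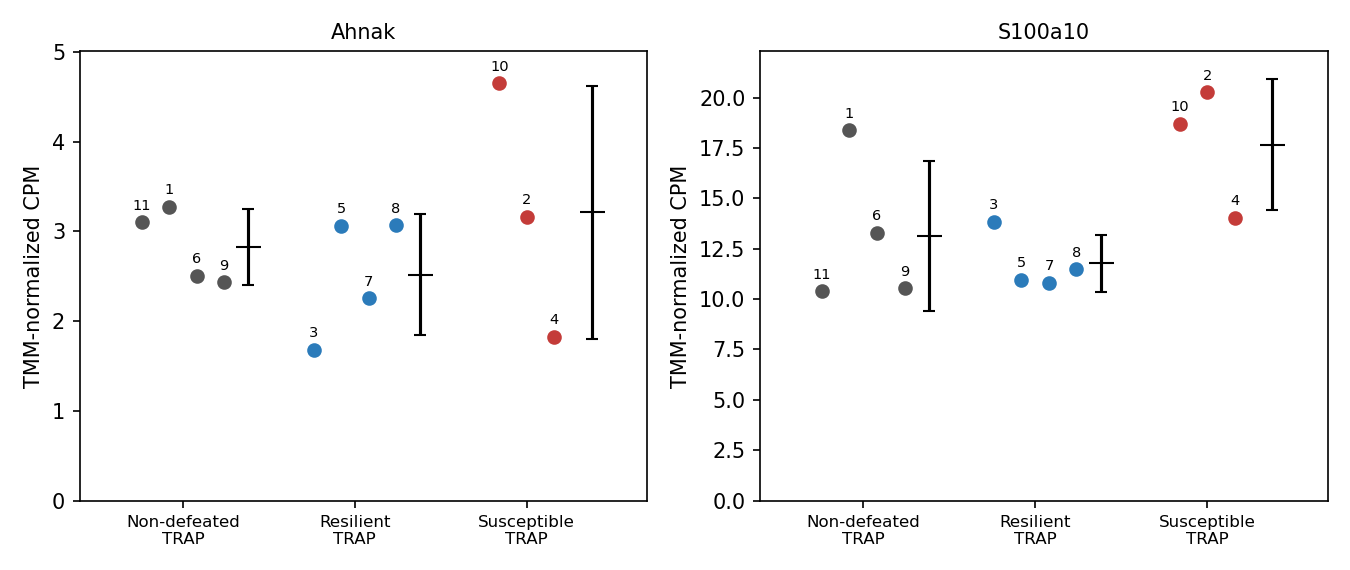
Normalized CPM of Ahnak and S100a10 in each library, labelled with its sample number, with black bars at the mean ± SD of each group. The 3 susceptible libraries spread from 1.83 to 4.65 for Ahnak and overlap both other groups.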

To confirm whether behavioral responses to CSDS are associated with changes in Ahnak expression, we subjected mice to CSDS followed by SI-test and brain tissue collection (Figure 4A). First, we performed immunoblotting for Ahnak protein in the whole hippocampus. Ahnak protein levels were reduced in the hippocampus of resilient mice but increased in the hippocampus of susceptible mice, compared to non-defeated control mice (Figures 4B,C). Hippocampal Ahnak levels were also inversely correlated with SI ratio (Figure 4D) and time spent in the interaction zone containing an aggressor mouse (Supplementary Figure 4A). These data indicate that CSDS induces alterations of hippocampal expression of Ahnak in opposing directions, depending on the behavioral response of individual mice.

**FIGURE 4:**
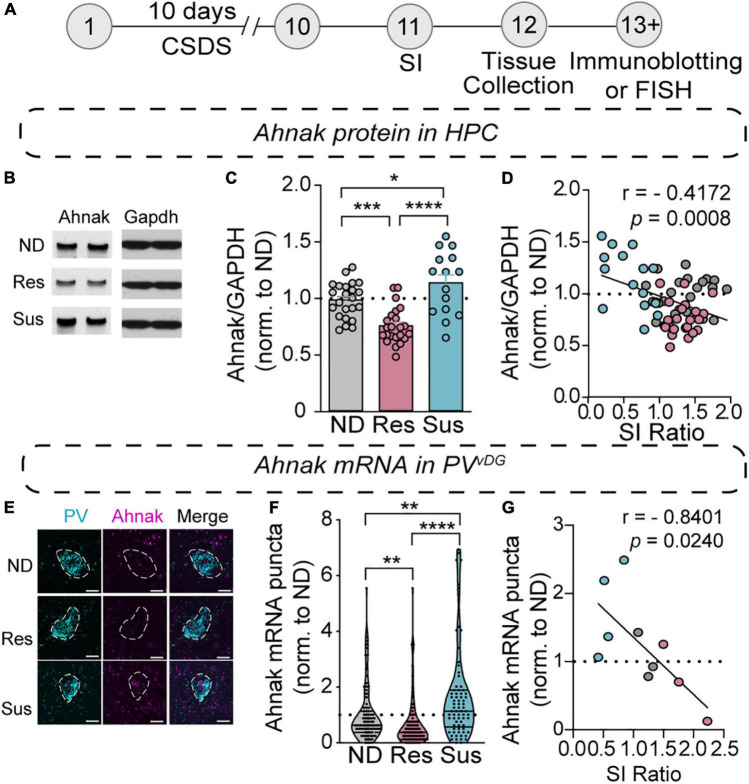
Chronic social stress alters Ahnak expression in the hippocampus. **(A)** Diagram and timeline of CSDS and tissue collection. **(B–D)** Immunoblotting of Ahnak protein using hippocampal lysates. **(B)** Representative images of immunoblotting of Ahnak and Gapdh as a control. **(C)** Quantification of immunoblots [one-way ANOVA, Non-defeated (*n* = 23 mice), Res (*n* = 23 mice) and Sus (*n* = 15 mice)]. **(D)** Hippocampal Ahnak is inversely correlated with SI ratio (pearson *r*: *r* = –0.4172, *p* = 0.0008, *n* = 61 mice) **(E)** Representative images PV and Ahnak mRNA expression using RNAScope. Scale bar, 5 μm. **(F)** Ahnak mRNA expression in vDG PV neurons from Non-defeat, Res and Sus groups (Kruskal–Wallis test with *post hoc* Dunn’s multiple comparisons: Non-defeated (*n* = 102 cells), Res (*n* = 94 cells) and Sus (*n* = 73 cells). **(G)** Ahnak mRNA expression in vDG PV neurons is inversely correlated with SI ratio (pearson *r*: *r* = –0.8401, *p* = 0.0240, *n* = 10 mice). All data were normalized to ND group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**FIGURE 5:**
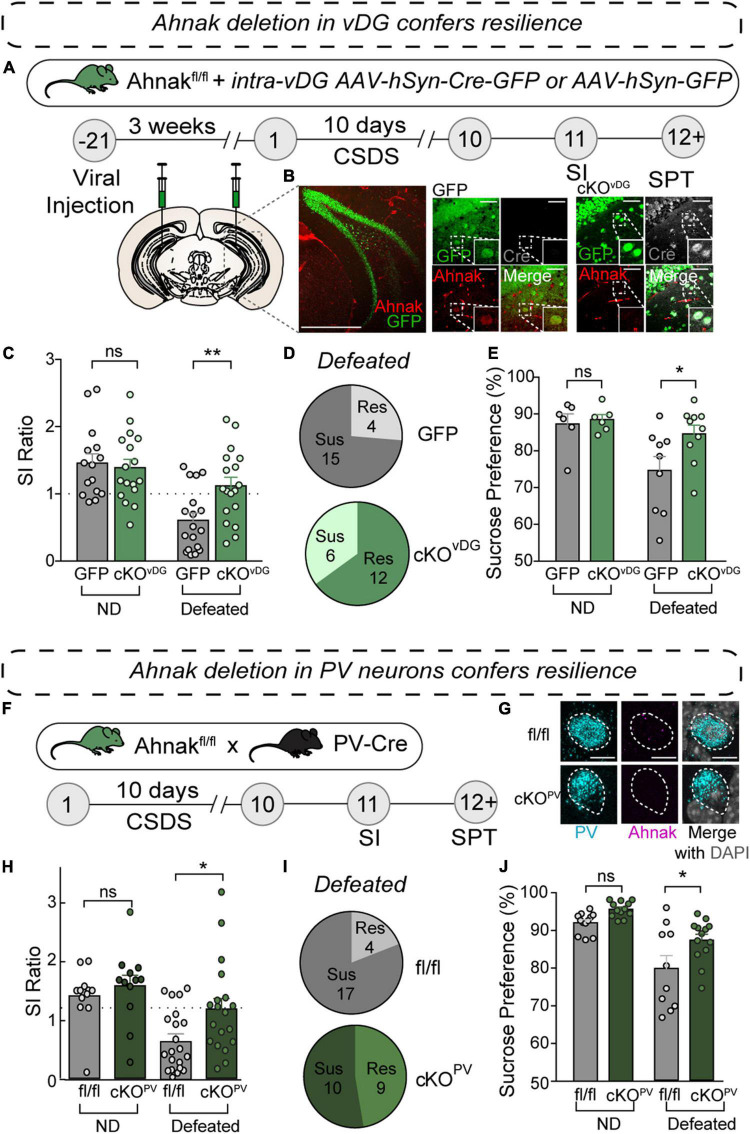
Ahnak deletion in vDG or PV neurons confers resilience to CSDS. **(A)** Diagram and timeline for conditional knockout approach using stereotaxic AAV injections of AAV-Cre-GFP or AAV-GFP control. **(B)** Representative confocal image of coronal brain section stained for GFP and Ahnak, depicting deletion of Ahnak selectively in vDG neurons. Scale Bar, 500 μm (left), 50 μm (right). **(C)** Ahnak cKO*^vDG^* mice display a higher SI ratio than GFP-controls (Cont) [two-way ANOVA, Non-defeat (ND): Cont (*n* = 16) and cKO*^vDG^* (*n* = 17), Defeated: Cont (*n* = 19) and cKO*^vDG^* (*n* = 18)]. **(D)** Pie charts showing the number of resilient and susceptible animals resulting after CSDS. **(E)** Ahnak cKO*^vDG^* mice display decreased stress-induced anhedonic-like behavior in the sucrose preference test after CSDS [two-way ANOVA, ND: Cont (*n* = 6) and cKO*^vDG^* (*n* = 6), Defeated: Cont (*n* = 9) and cKO*^vDG^* (*n* = 10)]. **(F)** Behavioral timeline and diagram of conditional knockout approach for Ahnak cKO*^PV^*. **(G)** Confocal images showing absence of Ahnak mRNA in PV*^vDG^* neurons in mice with a conditional deletion in PV neurons (cKO*^PV^*). **(H)** After CSDS, cKO*^PV^* mice display a higher SI ratio compared to control mice (fl/fl) [two-way ANOVA, ND: fl/fl (*n* = 12) and cKO*^PV^* (*n* = 12), Defeated: fl/fl (*n* = 21) and cKO*^PV^* (*n* = 19)]. **(I)** Pie charts showing the number of resilient and susceptible animals resulting after CSDS. **(J)** Ahnak cKO*^PV^* mice display increased sucrose preference after CSDS compared to controls [two-way ANOVA, ND: fl/fl (*n* = 12) and cKO*^PV^* (*n* = 12), Defeated: fl/fl (*n* = 10) and cKO*^PV^* (*n* = 13)]. Data are expressed as mean ± SEM and individual data points are depicted. *Post hoc* Bonferroni’s multiple comparisons were used for ANOVA. *p < 0.05, **p < 0.01 and ns, non-significant.

Our previous study showed that PV neuron-selective Ahnak KO mice displayed antidepressant-like behavior (Jin et al., 2020). However, homogenates used for immunoblotting include protein of all cell types and subregions within the hippocampus. To evaluate whether CSDS induces alterations of Ahnak expression within PV neurons, we turned to evaluating Ahnak mRNA within PV*^vDG^* in non-defeated, stress-resilient and -susceptible mouse brains using RNAscope, a fluorescent RNA *in situ* hybridization assay (Wang et al., 2012). We used a selective probe for Ahnak mRNA together with a selective probe for PV mRNA in order to indicate the location of PV neurons and quantify Ahnak expression in PV*^vDG^* (Figure 4E). The number of puncta of Ahnak per PV*^vDG^* was significantly increased in susceptible mice as compared to the number in non-defeated controls or resilient mice, while the resilient mice displayed a significant decrease in Ahnak expression compared to non-defeated control mice (Figure 4F). Additionally, Ahnak mRNA in PV*^vDG^* is inversely correlated with SI Ratio and interaction zone containing an aggressor mouse (Figure 4G and Supplementary Figure 4B). This result is consistent with a bidirectional change of Ahnak protein in the hippocampal tissues of susceptible versus resilient mice compared to non-defeated control mice. These results altogether indicate that hippocampal Ahnak expression in PV*^vDG^* neurons is altered by CSDS, particularly upregulated in stress-susceptible mice.

### Ahnak Deletion in vDG or PV Neurons Confers Behavioral Resilience to CSDS

To investigate whether Ahnak is required for CSDS-induced behavioral susceptibility, our approach was twofold: to assess the behavioral consequence of Ahnak deletion 1) in the vDG and 2) selectively in PV neurons. To delete Ahnak in a region-selective manner, we generated Cre-loxP-mediated ventral dentate gyrus (vDG)-specific Ahnak knockout (KO) mice. We used floxed Ahnak mice (Jin et al., 2020) and injected adeno-associated virus (AAV) expressing Cre recombinase fused to GFP, or empty vector GFP as a control, under a human synapsin promoter into the ventral dentate gyrus (vDG) to selectively delete Ahnak in vDG neurons (cKO*^vDG^*) (Figure 5A). Immunohistochemical staining of GFP, Cre recombinase and Ahnak reveal selective KO of Ahnak in neurons infected by AAV-Cre-GFP compared to AAV-GFP (Figure 5B). In response to CSDS, Ahnak cKO*^vDG^* resulted in increases of SI ratio (Figure 5C) and time interacting with an aggressor compared to control mice (Supplementary Figure 5A), generating a greater portion of resilient mice (Figure 5D). Additionally, defeated Ahnak cKO*^vDG^* mice display mitigated anhedonic-like behavior as measured by increased sucrose consumption compared to defeated control mice (Figure 5E). However, non-defeated Ahnak cKO*^vDG^* mice and control mice display comparable behaviors in SI test (Figure 5C and Supplementary Figure 5A) and SPT (Figure 5E).

We next investigated whether Ahnak deletion selectively in PV neurons affects stress-induced behavioral responses. To delete Ahnak selectively in PV neurons, we generated offspring from crossing floxed Ahnak mice with a PV neuron-specific Cre recombinase line (cKO*^PV^*) (Figure 5F), which results in PV-selective Ahnak KO (Jin et al., 2020; Figure 5G). We exposed Ahnak cKO*^PV^* mice (f/f; Cre-positive) and control mice (f/f; Cre-negative) to CSDS and performed SI test and SPT (Figure 5F). Defeated Ahnak cKO*^PV^* mice showed an increased SI ratio compared to the defeated control fl/fl mice (Figure 5H and Supplementary Figure 5B), yielding a greater portion of resilient mice (Figure 5I). Furthermore, defeated Ahnak cKO*^PV^* mice display increased sucrose consumption compared to the defeated control group suggesting an attenuation of the CSDS-induced anhedonic-like behavior (Figure 5J). Non-defeated Ahnak cKO*^PV^* mice and control mice display comparable behaviors in SI test (Figure 5H and Supplementary Figure 5B) and SPT (Figure 5J). Astoundingly, these results are consistent with those found with conditional deletion of Ahnak in the vDG (cKO*^vDG^*). Altogether, these data suggest that the increases in Ahnak expression observed in PV*^vDG^* of susceptible mice (Figures 4E–G) is required for generating behavioral susceptibility from CSDS.

Since Ahnak and increased PV activity are both required for behavioral susceptibility, we next aimed to assess whether Ahnak deletion in PV neurons affects the activity of PV neurons, we performed whole-cell current-clamp recordings of PV*^vDG^* using acute hippocampal slices from Ahnak cKO*^PV^* and control mice (Supplementary Figure 6A). The firing frequency induced by current injection in PV neurons in Ahnak cKO*^PV^* mice was significantly reduced compared to the control group (Supplementary Figures 6B,C), suggesting a role of Ahnak in the modulation of PV firing. Analyses of action potential properties indicate that Ahnak cKO*^PV^* does not influence the voltage threshold, action potential amplitude and afterhyperpolarization (AHP), but it increases the half-amplitude width (Supplementary Figures 6D–H). These results implicate that the decrease of excitability of PV neurons by Ahnak deletion may contribute to behavioral resilience or impede susceptibility after CSDS.

## Discussion

Here, we demonstrate that PV*^vDG^* neuronal activity and alterations in hippocampal Ahnak expression are critical for generating susceptibility or resilience to CSDS. Our study complements previous studies using rodent chronic stress paradigms to identify various cellular and molecular adaptations including ion channels, synaptic proteins, transcription factors, microRNAs and epigenetic regulators in key neural circuits regulating stress susceptibility or resilience including amygdala, thalamic, and hippocampal circuits as well as catecholaminergic circuits (Russo et al., 2012; Han and Nestler, 2017; Cathomas et al., 2019). In this study, we identified a causal relationship of neuronal activity of PV*^vDG^* in behavioral susceptibility or resilience to CSDS. We also identified that many divergent gene expression patterns emerged between resilient mice and susceptible mice as compared to non-defeated mice. 

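Of the 62 genes read from Figure 3K, 56 had a lower mean level in resilient than in non-defeated mice, 6 of them at an unadjusted p-value under 0.05. In susceptible mice 57 were above non-defeated mice, 4 of them at that threshold. The 103 genes of the oxidative phosphorylation set had a mean log2 fold change of -0.17 in resilient and 0.12 in susceptible mice against non-defeated mice, with 89 lower and 83 higher. In the narrower set, without the members matched by the mitochondrial (mt) pattern, these means were -0.11 and 0.09. The 82 ribosomal protein genes had mean log2 fold changes of -0.18 and 0.17, with 78 lower and 80 higher. At an unadjusted p-value under 0.05, 33 of them passed in resilient and 21 in susceptible mice, and 0 at an adjusted p-value under 0.05. In the libraries numbered 1 to 6 resilient mice were lower than non-defeated mice by a log2 difference of -0.19 for oxidative phosphorylation and -0.33 for ribosomal proteins. In those numbered 7 to 11 the differences were -0.12 and -0.0014. For susceptible mice, the log2 differences from non-defeated mice were 0.12 and 0.09 in the libraries numbered 1 to 6, and 0.03 and 0.21 in those numbered 7 to 11, which hold 1 susceptible library.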

For instance, DEGs associated with oxidative phosphorylation and EIF2 signaling are largely decreased in resilient mice but increased in susceptible mice compared to non-defeated mice (Figures 3K,L). However, DEGs associated with synaptogenesis or mTOR signaling comprised of a mixture of upregulated or downregulated genes across both resilient and susceptible mice (Figure 3M and Supplementary Figure 3B). These results suggest that active molecular changes involved in mitochondrial function, energy metabolism, protein translation and synaptic plasticity underlie adaptations of PV neuronal firing in stress-susceptible and resilient groups. 

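Of the 60 synaptogenesis genes read from Figure 3M, 23 were lower and the others higher or equal in resilient than in non-defeated mice, with 6 at an unadjusted p-value under 0.05 in either direction. In susceptible against non-defeated mice 30 had an unadjusted p-value under 0.05. Of these, 14 were among the 23 genes above non-defeated mice and the others among the 37 below.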

We also identified divergent alterations of Ahnak in hippocampal lysates and PV*^vDG^* (Figure 4). However, the pattern of firing changes of PV neurons is somewhat different from that of gene changes. PV neuronal firing is increased only in susceptible mice, but the firing rate in resilient mice is comparable to that of non-defeated controls (Figure 1), reminiscent of previous observations in ventral tegmental area (VTA) neurons (Cao et al., 2010; Chaudhury et al., 2013; Friedman et al., 2014). Only stress-susceptible mice display increased firing of dopaminergic neurons projecting from the VTA to the nucleus accumbens (NAc) and decreased firing of dopaminergic neurons projecting from the VTA to the mPFC (Cao et al., 2010; Chaudhury et al., 2013). Although significantly more genes are regulated in the VTA and NAc in resilient mice compared with susceptible mice (Krishnan et al., 2007), resilient mice display control-level firing activity in both of the aforementioned circuits (Friedman et al., 2014). This adaptation of firing activity in resilient mice has been explained by homeostatic adaptation of intrinsic properties through up-regulated hyperpolarization-activated current as an excitatory driving force in conjunction with upregulation of potassium channels as an inhibitory driving force for intrinsic excitability of neurons (Friedman et al., 2014). Thus, the DEGs observed in resilient mice in this study may evoke a homeostatic control mechanism to similarly maintain the firing of PV neurons at a comparable rate with non-defeated mice.

We used urethane-anesthetized mice in *in vivo* electrophysiology experiments (Figure 1). Previously, urethane was found to be a better anesthesia than ketamine for more successful sorting of neuronal spikes (Hildebrandt et al., 2017). However, urethane also moderately affects multiple neurotransmitter-gated ion channels including GABA channels (Hara and Harris, 2002), and it reduces the synaptic and spike activity of hippocampal neurons when compared to awake rodents (Yagishita et al., 2020). Thus, although a direct connection between urethane and stress was not previously shown, it is still possible that urethane anesthesia might influence spike patterns, being a limitation in our experiment. However, the relationship between PV neuronal firing and stress-susceptibility or resilience observed in *in vivo* recording is strongly supported by behavioral analyses in conjunction with chemogenetics (Figure 2) and gene expression changes involved in mitochondria oxidative phosphorylation (Figure 3).

Previously, we identified Ahnak as an endogenous regulator of L-type voltage-gated calcium channels (VGCCs) in mice (Jin et al., 2020). Human genetic studies implicate altered function of L-type VGCCs in the pathophysiology of multiple psychiatric disorders including major depressive disorder, bipolar disorder, schizophrenia and autism spectrum (Green et al., 2010; Liu et al., 2011; Bhat et al., 2012, Cross-Disorder Group of the Psychiatric Genomics Consortium[Corporate Author], 2013; Schizophrenia Working Group of the Psychiatric Genomics, 2014; Pinggera et al., 2015). L-type VGCCs have been implicated in the rapid antidepressant actions of ketamine (Lepack et al., 2016) and scopolamine (Yu et al., 2018). These observations raise a potential connection between Ahnak-mediated pathways and stress-induced depression-like behavior and its amelioration by antidepressants. In this study, we have observed that Ahnak level is reduced or elevated in the hippocampal PV neurons selectively in resilient or susceptible mice, respectively (Figure 4), and deletion of Ahnak in PV neurons facilitates behavioral resilience after CSDS (Figure 5). It is possible that these alterations in Ahnak contribute to, at least in part, the regulation of PV neuronal firing. This pivotal role of Ahnak in PV neurons for CSDS-induced behavior is presumably given by its regulation of L-type VGCCs. The N-terminal region of Ahnak binds to Ca_*v*_1.2, an L-type pore-forming α1 subunit, and its C-terminal region scaffolds the β subunit of VGCC and the p11/Anxa2 complex (Jin et al., 2020). Cell surface expression of Ca_*v*_1.2 and Ca_*v*_1.3 and L-type calcium current were significantly reduced in Ahnak KO neurons compared to wild-type controls (Jin et al., 2020). Because L-type VGCC-mediated calcium signaling mediates nuclear gene expression, synaptic plasticity and homeostatic control of neuronal circuitry (Simms and Zamponi, 2014), altered levels of Ahnak in PV neurons likely modulate calcium signaling-mediated neuronal adaptations. Notably, gene expression of most L-type VGCC subunits are not altered in comparison between stress groups with the exception of Cacnb1 gene (*p* = 0.0244 for Res vs Sus, Supplementary Table 2). Thus, we propose a model wherein changes of Ahnak expression alter trafficking of L-type VGCCs to the plasma membrane and thereby alter channel activity, possibly resulting in gene alterations relevant to mitochondria, protein synthesis and synaptogenesis pathways.

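Of 12 genes for subunits of L-type VGCCs, 11 passed the filter on low counts and Cacna1f did not. Among the 3 comparisons between stress groups, 1 of these genes had an unadjusted edgeR p-value under 0.05, and 0 had an adjusted p-value under 0.05, with 0.172 as the smallest. Cacnb1 (ENSMUSG00000020882) lies on the minus strand of chromosome 11 of mm10 from 98001508 to 98023034. It had 62.8 ± 10.3 normalized CPM (SD, n = 4) in resilient, 50.4 ± 5.71 (SD, n = 3) in susceptible and 59.5 ± 5.67 (SD, n = 4) in non-defeated mice. In non-defeated mice Cacnb1 was lower in TRAP than in input (log2 fold change -1.26, adjusted p = 1.16e-06), so RNA of other cells may contribute to its level. The log2 fold change in susceptible against resilient mice was -0.32 (standard error 0.13), with an unadjusted p of 0.0244 and an adjusted p of 0.172 from edgeR. The groups overlapped (exact permutation test, 2-sided, p = 0.143). The difference was -0.34 in libraries numbered 1 to 6 and -0.21 in those numbered 7 to 11, with 1 susceptible library. Without the susceptible library numbered 10 the number of subunit genes at that threshold was 4, and with an offset for gene length it was 3. The unadjusted p of Cacnb1 was above 0.05 in 3 of the 7 fits with 1 library left out, at 0.0848 without the resilient library numbered 5, 0.0574 without that numbered 8 and 0.117 without the susceptible one numbered 4. Cacnb1 overlaps Gm11629 on the opposite strand. The smallest unadjusted p among the other subunits was 0.0616.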

In the brain, Ahnak scaffolds p11, alterations of which is highly implicated in the pathophysiology and antidepressant actions (Svenningsson et al., 2013). Previously, we observed that proteins, but not mRNA levels, of p11 and Anxa2 were highly destabilized in the absence of Ahnak (Jin et al., 2020), suggesting that the p11-mediated pathways may also be involved in adaptations of PV neurons in response to CSDS. In this study, we have found that p11 mRNA is also significantly increased in susceptible mice compared to non-defeat control (mean RPKM 14.810 in Sus vs 11.144 in non-defeat, *p* = 0.0385) or resilient mice (mean RPKM 14.810 in Sus vs 10.126 in Res, *p* = 0.0058) in the TRAP dataset (Supplementary Table 2). 

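S100a10 (ENSMUSG00000041959), which encodes p11, lies on the plus strand of chromosome 3 of mm10 from 93555080 to 93564643. Its RPKM, computed here over a gene length of 1212 bp, was 10.6 ± 3.20 (SD, n = 4) in non-defeated, 9.43 ± 1.29 (SD, n = 4) in resilient and 14.3 ± 2.92 (SD, n = 3) in susceptible mice. Against non-defeated mice the log2 fold change in susceptible mice was 0.43 (standard error 0.19), with an unadjusted edgeR p of 0.0368 and an adjusted p of 0.349. The groups overlapped (exact permutation test, 2-sided, p = 0.114). Against resilient mice it was 0.59 (standard error 0.18), with an unadjusted p of 0.00668 and an adjusted p of 0.100. Every susceptible library was above every resilient library (exact permutation test, p = 0.0286, the smallest possible). In non-defeated mice S100a10 was lower in TRAP than in input (log2 fold change -0.85, adjusted p = 0.00127), so RNA of other cells may contribute to its level. With the ratio of other cell markers to Pvalb as a covariate in the TRAP libraries, the log2 fold changes in susceptible mice were 0.63 against resilient and 0.55 against non-defeated mice. In libraries numbered 1 to 6 susceptible mice differed by 0.11 from non-defeated and 0.45 from resilient mice on the log2 scale. In those numbered 7 to 11 the 1 susceptible library differed by 0.84 and 0.75. A model of only the 2 groups compared took the p against non-defeated mice to 0.0819.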

P11 plays a role in gene expression by regulating SMACA3, a chromatin remodeling factor, and possibly together with Supt6, an RNA polymerase II binding partner and also known as a histone chaperone (Oh et al., 2013; Lu et al., 2020; Umschweif et al., 2021b). Thus, nuclear p11 pathways may contribute to the gene alterations associated with mitochondria, protein synthesis and synaptogenesis pathways that we identified in this study. In addition to the nuclear roles, recent studies indicate roles for p11 in intrinsic membrane excitability, which is mediated by gene regulation of Kv3.1β potassium channels in hippocampal PV neurons (Sagi et al., 2020) or HCN2 channels (hyperpolarization activated cyclic nucleotide gated potassium and sodium channel) in cholinergic interneurons in the nucleus accumbens (Cheng et al., 2019). Importantly, Kv3.1β inhibition has been suggested to play a role in the therapeutic actions of selective serotonin reuptake inhibitor (SSRI) antidepressants by suppressing PV*^vDG^* neurons *via* Gi-coupled 5-HT5A receptor-mediated signaling (Sagi et al., 2020). Notably, Gq-coupled mGluR5 receptor deletion selectively in PV neurons renders an antidepressant-like behavioral phenotype (Lee et al., 2015). Furthermore, pharmacological inhibition of mGluR5 and thereby disinhibition of PV neuron-mediated suppression of circuit activity underlies a fast-antidepressant-like activity of an mGluR5 antagonist (Lee et al., 2015). Consistent with these observations, we have also observed suppression of PV neuron firing in resilient mice as well as ketamine-treated susceptible mice (Figure 1F). Taken together, these studies suggest the PV inhibition as a common cellular mechanism associated with biological resilience as well as pharmacological actions of two different classes of antidepressants.

Interestingly, a recent study by Medrihan et al. (2020) suggested that decreased Kv3.1 channel and p11 function in PV*^vDG^* would confer susceptibility after stress (Medrihan et al., 2020). Although Ahnak cKO*^PV^* mice show resilience after CSDS (Figures 5F–J), p11 cKO*^PV^* mice show stress-susceptibility after SSDS (Medrihan et al., 2020), likely through many other downstream effectors of p11 in PV*^vDG^* including mGluR5, SMARCA3, Supt6 and 5-HT5A (Oh et al., 2013; Lee et al., 2015; Sagi et al., 2020). Additionally, the timing of modulation of PV*^vDG^* or vDG network activity prior, during, and after stress likely affect behavioral outcome. We show in this study that inhibition each day of chronic stress (Figures 2C–F), as well as acute inhibition after stress (Figures 2G–I), results in stress-resilience. However, Medrihan et al. observed that acute chemogenetic inhibition of vDG*^PV^* during SSDS increased stress-susceptibility in the social interaction test. Further studies monitoring the activity of PV*^vDG^* neurons during CSDS are necessary to fully understand their involvement in CSDS-induced behavioral responses. Importantly, most CSDS studies thus far primarily use male mice, limiting the implications arising from these studies. In recent years, however, CSDS models have been adapted for use in female mice (Takahashi et al., 2017; Harris et al., 2018; Newman et al., 2019; Yohn et al., 2019). Because of gender differences in the prevalence of mood disorders (Seney and Sibille, 2014; Riecher-Rossler, 2017), the use of these newer models and testing our findings in females is warranted.

It was recently discovered that increased adult hippocampal neurogenesis inhibits a population of stress responsive GC in vDG, conferring stress resilience (Anacker et al., 2018). Interestingly, Ahnak deletion promotes hippocampal neurogenesis (Shin et al., 2015). CSDS-induced hippocampal Ahnak reductions might promote hippocampal neurogenesis as an alternative mechanism for stress resilience. Notably, ∼25% reduction of Ahnak protein in hippocampal lysates in resilient mice (Figure 4C) cannot be explained solely by Ahnak reduction in PV interneurons, which constitutes at best ∼ 5% of total hippocampal neurons (Pelkey et al., 2017). Thus, our findings do not eliminate a potential involvement of Ahnak expressed in other neuronal types or non-neuronal cells in stress resilience. In fact, Ahnak is highly expressed in endothelial cells in blood vessels in the hippocampus (Gentil et al., 2005; Jin et al., 2020), and tight junctions therein provide the property of the blood-brain barrier (Daneman and Prat, 2015). Intriguingly, endothelial cells have been implicated as a target of CSDS, and CSDS-induced dysfunction of the BBB has been suggested as a mechanism underlying stress susceptibility (Menard et al., 2017). Thus, further understanding of the function of Ahnak in other cell types will advance our understanding of stress resilience. Altogether, our study establishes a foundation supporting Ahnak and PV interneurons as potential targets for manipulation of stress-related hippocampal physiology or neuropsychiatric disorders such as MDD.

## Data Availability Statement

RNA-seq data from Figure 3 have been deposited and are available from GEO (accession number: GSE184027). Additional data related to this article may be requested from the authors.

## Ethics Statement

The animal study was reviewed and approved by Rockefeller University IACUC committee.

## Author Contributions

DB and YK conceptualized and designed the entire study. LM performed and analyzed *in vivo* electrophysiological experiments. LM and KM performed and analyzed *ex vivo* electrophysiological experiments. DB and MC performed and analyzed all the behavioral experiments and RNAscope experiments. DB performed all stereotaxic surgeries. DB, MC, and JJ performed and analyzed all the immunoblotting experiments. MC, JL, and EA performed the tissue collection for TRAP. MC, JL, and WW performed the analysis for TRAP experiments. DB and YK wrote the manuscript and designed figures with collective input from all authors. YK supervised the entire study. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

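TRAP RNA of hippocampal PV neurons was measured in 4 non-defeated, 4 resilient and 3 susceptible samples after CSDS, and total RNA in 3 input samples of non-defeated mice. The authors deposited raw counts per gene for each of the 14 libraries, made from reads trimmed with fastp and aligned to mm10 with STAR, without normalization. The values are whole numbers whose totals differ between libraries. Samples were assigned to groups by their labels, and no column was left out. The groups share no sample numbers, so no comparison was paired.

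Genes were named from release 21 of the GENCODE mouse annotation, which also gave gene lengths and GC content for 98.0% of the genes tested. Counts were analysed in R 4.3.3 with edgeR 4.0.16. All 14 libraries were fitted together, with TMM normalization, edgeR's default filter on low counts, which kept 21298 genes, and the quasi-likelihood test. Tests were 2-sided, with Benjamini-Hochberg adjustment. Thresholds were an unadjusted p under 0.05, as in the legend of Figure 3, an adjusted p under 0.05, and an adjusted p under 0.05 with a change of more than 2-fold, as in the methods. A single model was chosen because the logCPM in Supplementary Table 2 is the same in each comparison. That table also holds an LR statistic, as from edgeR's likelihood ratio test, which was run here as an alternative. Exact permutation tests are given beside the unadjusted p-values of edgeR and camera, which rest on a model of the variance. They were run on single genes and set means, on log2 CPM with a prior count of 2. Gene sets were tested with camera in limma 3.58.1. Oxidative phosphorylation and ribosomal protein sets were defined by gene symbol, and the genes of Figures 3K and 3M were read from the figure.

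The lowest library total was 64110214, in input, and the lowest TRAP total 72098582. Counting error is part of the spread between replicates that every test uses. Replicates of 1 condition differed by more than counting error.

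Genes were named in the text by rule: every gene the paper names for these data, the heat map genes of Figures 3K and 3M with the 2 smallest p-values per direction, and in each comparison the 3 genes with the smallest p-value per direction among those with an adjusted p under 0.05 and no overlap between groups. Of the genes that met the rule, 1 is not reported.

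The alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0 on the groups compared, RLE size factors, no filter on low counts, a filter of at least 10 counts in every library, the 11 TRAP libraries only, the 2 groups compared only, a covariate for the ratio of other cell markers to Pvalb, offsets for gene length and GC content, leaving out each library, other set tests (camera with a preset correlation of 0.01, and fry) and narrower sets. For Pvalb, the ratio of normalized counts was also taken. A covariate for the number in the sample name, in the 11 TRAP libraries, was added after the data were seen.

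The steps were tested on simulated data with 200 genes changed 2-fold. Counts were drawn independently for each gene from edgeR's own estimates of spread, without an effect of the sample number. The quasi-likelihood test called 53.6% of them with 4.55% false calls, the likelihood ratio test 63.3% with 20.0% and DESeq2 64.3% with 30.4%.

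The gene counter, the annotation of the authors and their pathway sets could not be repeated. The names in Figure 3L were too small to read. Electrophysiology, behavior and protein measurements were not analysed.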

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

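The tests of the hemoglobin genes, and Alas2, were chosen only after their values were seen.

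Among 124 groups of 4 libraries, each the total counts, the mean of a gene set or the level of 1 gene in the non-defeated or the resilient mice, 4 had a library far from the others by Dixon's test, where chance gives 6.2. The number is no more than chance gives, and no biological explanation was tested. The total counts of the non-defeated library numbered 6 were 94726962 against 72098582 to 73404647 in the others, with a gap of 0.942 of the range. Library size is taken up by normalization. Pvalb was lowest in the non-defeated library numbered 9, with log2 CPM of 10.31 against 10.56 to 10.60 in the others (gap 0.866). Mrc1, a macrophage marker, was lowest in the resilient library numbered 3, with -5.28 against -1.57 to -1.34 (gap 0.942), at raw counts of 0 to 75 across TRAP libraries. Cacna2d4 was highest in the resilient library numbered 7, with 1.29 against -1.15 to -0.75 (gap 0.833).

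The alpha globin genes Hba-a1 and Hba-a2, which the paper does not discuss, were higher in susceptible than in non-defeated mice by a log2 fold change of 2.51 for both, at an adjusted p of 0.0475 each. Across the other settings the adjusted p of Hba-a1 ranged from 1.04e-31 with DESeq2 to 0.187 with the marker covariate, with 0.155 in the TRAP libraries alone, and with 1 library left out it was above the threshold in 7 of 7 fits, from 0.0647 to 0.208. The summed hemoglobin genes, 4 in number, had 114 to 240 CPM in the non-defeated libraries and 885 to 1218 in the susceptible ones. In the resilient library numbered 5 they had 588, so a high level was not limited to susceptible mice. Against resilient mice, Hba-a1 rose by 1.76 (adjusted p 0.0411), Hba-a2 by 1.75 (0.0411), Hbb-bs by 2.04 (0.0414) and Hbb-bt by 2.01 (0.0431) in susceptible mice on the log2 scale (exact permutation p = 0.0571 for each). Hbb-bs and Hbb-bt did not pass against non-defeated mice (adjusted p 0.0569). Alas2, an erythroid gene that overlaps Apex2 on the opposite strand, had 4.70 to 21.5 CPM in the susceptible libraries, 10.8 in the resilient library numbered 5 and 0.694 to 3.59 in the other TRAP libraries, so it was highest in the same libraries, with an adjusted p of 0.191 in susceptible against non-defeated mice. Reads shared between the paralogs cannot account for the rise, since the summed counts differed by 2.59 on the log2 scale. Total counts were higher in the susceptible library in 8 of 12 pairs, so the totals of the groups overlapped. With the ratio of other cell markers to Pvalb as a covariate, the share 0.8286 of the mean log2 fold change was kept, and the lowest mean with 1 library left out was 2.43. The highest log2 fold change of the 4 genes between TRAP and input was -2.32, a test of non-defeated mice only. Input had 774 to 981 CPM of the summed genes, and the susceptible libraries lay within or above that range. All input came from non-defeated mice, so a depletion by the immunoprecipitation could not be tested in susceptible samples. Blood left in the samples may be the source of the difference. A biological rise in PV neurons cannot be told apart from that explanation.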

How the results depend on the processing

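All alternatives were set before the data were examined, except the covariate for the sample number, which was chosen after the data were seen. No paired analysis was possible because the groups share no replicate numbers. The cause was not tested for any change given here.

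The direction of both gene sets in each of the 3 comparisons held under every alternative run, and so did the Pvalb ratio, between 45.5 and 61.2. The genes past the adjusted threshold between TRAP and input stayed between 10024 and 12697.

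Between resilient and susceptible mice, the 403 genes at an adjusted p under 0.05 became 1099 with the likelihood ratio test, 1059 with DESeq2, 126 without a filter, 1 in the TRAP libraries alone, 0 in the 2 groups alone (with 3348 at an unadjusted p under 0.05), 183 with the marker covariate, 1109 with the number covariate and 101 with the GC offset, and 6 to 1058 across the fits that each left out a replicate. The 39 of them over 2-fold became 146 with the likelihood ratio test, 18 without a filter, 1 in the TRAP libraries alone, 0 in the 2 groups alone, 17 with the marker covariate and 15 with the GC offset, and 1 to 113 across the replicate fits. In the test on simulated data, the likelihood ratio test and DESeq2 had more false calls than the quasi-likelihood test. Those data were drawn gene by gene from edgeR's own estimates of spread, without correlation between genes or an effect of the sample number. They therefore do not settle which of these counts is closest to the truth.

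Between non-defeated and susceptible mice, the 2835 genes at an unadjusted p under 0.05 became 1683 in the 2 groups alone. The 8 genes at an adjusted p became 189 with the likelihood ratio test, 108 with DESeq2, 13 with RLE size factors, 16 with at least 10 counts in every library, 0 in the TRAP libraries alone (2095 at an unadjusted p), 5 in the 2 groups alone, 0 with the marker covariate (3763 at an unadjusted p), 0 with the number covariate (2630), 13 with the GC offset, and 0 to 6 across the replicate fits. The 4 over 2-fold became 84, 28, 7 without a filter, 7 with at least 10 counts in every library, 0 in the TRAP libraries alone, 0 with the marker covariate and 0 with the number covariate, and 0 to 2 across the replicate fits.

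Between non-defeated and resilient mice, the 933 genes at an unadjusted p became 590 in the TRAP libraries alone, 1550 with the number covariate and 687 to 1537 across the replicate fits. The likelihood ratio test called 4 genes at an adjusted p, all over 2-fold, against 0.

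For Ahnak, the log2 fold change of 0.18 between non-defeated and susceptible mice became -0.10 with the marker covariate and ranged from -0.18 to 0.47 across the replicate fits. Against resilient mice it ranged from -0.013 to 0.63. S100a10 against non-defeated mice lost the threshold with DESeq2 (0.42), in the TRAP libraries alone (0.42), in the 2 groups alone (0.42) and with the GC offset (0.39), and in 5 of 7 replicate fits, with a range from 0.32 to 0.63. In resilient against non-defeated mice it ranged from -0.26 to 0.044.

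For oxidative phosphorylation, a preset correlation gave p-values of 4.62e-14 in resilient against non-defeated mice (mean log2 fold change -0.17), 0.000280 in susceptible against non-defeated mice (0.12) and 9.92e-14 in susceptible against resilient mice (0.29), where fry gave 0.0239 and the mean ranged from 0.22 to 0.38 across the replicate fits, with p-values from 0.0395 to 0.291 and 1 of 7 under 0.05. For ribosomal proteins the preset correlation gave 8.27e-29 (-0.18) and 6.52e-14 (0.17) in the comparisons with non-defeated mice. In resilient mice the length offset gave 0.0463 (-0.20), the number covariate gave 0.0356 (-0.20, and for oxidative phosphorylation 0.0416 at -0.21) and the mean ranged from -0.24 to -0.11 across the replicate fits. The p of 0.0488 in susceptible against resilient mice became 0.0573 with RLE size factors (0.36), 0.0594 with at least 10 counts in every library (0.34), 0.0584 in the TRAP libraries alone (0.35), 0.0508 in the 2 groups alone (0.34), 0.0594 with the length offset (0.30) and 0.0640 with the GC offset (0.35). The mean ranged from 0.31 to 0.41 across the replicate fits, with p-values from 0.0407 to 0.0978 and 6 of 7 above 0.05. The p stayed under 0.05 without a filter (0.0374), with the marker covariate (0.0435), the number covariate (0.0326), the narrower set (0.0466), fry (0.00275) and the preset correlation (1.16e-37).

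The number of L-type VGCC subunit genes at an unadjusted p, 1, became 2 with the marker covariate, 2 with the number covariate, 3 with the length offset, 2 with the GC offset and 1 to 4 across the replicate fits. The number of other marker genes higher in TRAP, 2, ranged from 1 to 2. Calb1 was no longer lower in TRAP at the adjusted threshold with the GC offset (-0.20, adjusted p 0.159), and Cldn5 no longer higher without the input library numbered 12 (1.05, adjusted p 0.0629). Between TRAP and input, Myh11 reversed to 0.088 and Cspg4 to 0.18 with the length offset. Across the replicate fits, Myh11 ranged from -0.89 to 0.23, Cspg4 from -0.30 to 0.046, Kcnj8 from -0.31 to 0.0074 and Cdh5 from -1.03 to 1.17, and these genes had no adjusted p under 0.05. Of the genes named for susceptible against non-defeated mice, Pglyrp1 lost the adjusted threshold in 7 of 7 replicate fits, 4930500M09Rik in 5 and both genes without a name in 6, and each in 4 of 11 other settings. For the single genes named, 103 values were weaker, 7 were stronger, 9 were reversed and 512 were unchanged in call.

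The filter of at least 10 counts in every library removed Cdh5 and Mrc1. The marker and number covariates and the fit of the TRAP libraries alone could not be applied to TRAP against input. For Ahnak, with 131 to 351 counts per TRAP library, the spread between replicates limits what difference can be shown.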

Differences from the paper's values

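None of the tests in this part was chosen after the result was seen.

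Between non-defeated and resilient mice, 933 genes had an unadjusted p-value under 0.05, against the paper's 458. Of the alternatives set before the data were examined, the fit of the 11 TRAP libraries only gave 590, the fit of the 2 groups compared only gave 656 and the fit without the non-defeated library numbered 1 gave 687, each within 1.5 times the paper's value. The others did not, with 771 to 1168 across the other settings and 729 to 1537 with another library left out.

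The paper's p for higher Ahnak in susceptible mice is 0.0399, and the paper's text does not name the comparison group. The unadjusted p here was 0.535 against non-defeated and 0.243 against resilient mice. Against non-defeated mice, none of the alternatives set before the data were examined came within 1.5 times the paper's p, with 0.108 as the lowest. Against resilient mice, leaving out the susceptible library numbered 4 gave 0.0344, and the other alternatives gave 0.166 to 0.965.

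Figure 3C and the text state that markers of other cells are not enriched in TRAP. Here Sst and Cldn5 were higher in TRAP than in input, by log2 fold changes of 1.61 and 1.22 with adjusted p-values of 0.000753 and 0.0136. The methods set the threshold for DEGs at an adjusted p and more than 2-fold. In the edgeR quasi-likelihood model, 0 genes passed it for resilient against non-defeated mice. For susceptible against non-defeated mice 4 passed, and for susceptible against resilient mice 39. At an unadjusted p-value under 0.05 the numbers were 933, 2835 and 4461. With DESeq2 on the 2 groups compared, the test that the methods name, 0, 28 and 44 genes passed the threshold of the methods. Supplementary Table 2 instead holds an LR statistic, which edgeR's likelihood ratio test gives. With that test on all libraries, 4, 84 and 146 genes passed. The paper states that oxidative phosphorylation and EIF2 signaling genes changed between the groups. With the correlation between genes estimated, the camera p for oxidative phosphorylation was 0.133 in susceptible against resilient mice and for ribosomal proteins 0.0488, or 0.200 adjusted over 6 tests. With a preset correlation of 0.01 they were 9.92e-14 and 1.16e-37, and with fry 0.0239 and 0.00275.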

Other observations

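The tests of thalamic genes against the first principal component, of endothelial genes and of the sample numbers were chosen only after the pattern was seen.

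Each comparison of groups was set against all 35 splits of its libraries into groups of the same sizes, the real one included. For susceptible against resilient mice, 2 of the 35 splits gave as many genes with an adjusted p under 0.05, 2 as many with an unadjusted p under 0.05, 2 as many over 2-fold, 3 as large a mean of oxidative phosphorylation and 1 as large a mean of ribosomal proteins. The split with more genes than the 403 set the resilient library numbered 3 and the susceptible ones numbered 2 and 4 against the rest, with 1745 genes. For susceptible against non-defeated mice, the numbers were 2, 7, 2, 15 and 8 in the same order, and a split of the non-defeated libraries numbered 11 and 9 with the susceptible one numbered 10 gave 2305 genes against 8. For resilient against non-defeated mice they were 35, 14, 35, 5 and 6, with 0 genes at an adjusted p and 933 at an unadjusted p in the real split. A split of the non-defeated libraries numbered 11 and 9 with the resilient ones numbered 5 and 7 gave 94. For TRAP against input, 1 of 35 splits gave as many genes. In both comparisons with susceptible mice, the larger split put low sample numbers on one side and high ones on the other. The numbers of the 3 groups interleave.

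In a model of the 11 TRAP libraries with the stress group, 2037 genes followed the number at an adjusted p under 0.05 and 5980 at an unadjusted p. Of 100 orders of the numbers within groups, 2 gave as many, the real one included, with a median of 0 and a highest of 2608. The paper's text does not say what the numbers stand for, and a batch that follows them is a candidate explanation. Total counts did not follow the number (permutation p of Spearman's rho 0.881). Thalamic marker genes that were not among the genes leading it followed the first principal component, which holds 22.2% of the variance of the TRAP libraries (Spearman's rho -0.64, permutation p = 0.0410; Pearson's r -0.81, permutation p = 0.00195), with r at -0.62 without the 2 libraries farthest from the median. Adding the thalamic level left 0 genes for the number at an adjusted p and 3610 at an unadjusted p. The number followed the component with r at -0.82. RNA from neighboring thalamic tissue may account for part of what follows the number, and a batch is not ruled out. No biological explanation was tested.

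The higher oxidative phosphorylation and ribosomal protein levels in susceptible than in resilient mice were tested against technical explanations. The smaller share of the mean log2 fold change kept by the sets was 0.830 with the length offset, 0.930 with the GC offset, 1.07 with the marker covariate, 0.760 with 1 library left out, 0.994 with the thalamic covariate and 0.929 with the number as covariate. Library totals overlapped, with the susceptible one higher in 2 of 12 pairs. No offset or covariate took away most of the difference. The narrower oxidative phosphorylation set, without the members matched by the mitochondrial (mt) pattern, had a mean of 0.20 against 0.29 in the full set. The count of pairs does not rule out an effect of library totals, which were higher in resilient mice in most pairs. A biological difference remains a hypothesis for ribosomal proteins, where 1 of 35 splits was as large. For oxidative phosphorylation, 3 of 35 splits were as large, so chance is not ruled out by the splits. Of the 2 larger ones, the split of 1745 genes named above, which follows the number, had a mean of 0.32, and that of the resilient libraries numbered 5, 7 and 8 against the rest had 0.31, against 0.29 in the real one. Within low and within high numbers, every susceptible library was above every resilient one, with 1 susceptible library in the high numbers. Splits within the numbers were not counted. In the TRAP libraries, 1109 genes passed the adjusted threshold with the number as covariate and 309 with the thalamic covariate, against 1 without a covariate.

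Endothelial genes led the genes higher in resilient than in non-defeated mice. Other endothelial markers, 12 in number, were also higher as a set (mean log2 fold change 0.74, 12 of 12 higher, with 0.00995 from limma's camera test), and RNA from endothelial cells may contribute. The libraries of the groups overlapped in the mean of the set (exact permutation test, 2-sided, p = 0.0571). In susceptible against non-defeated mice the mean log2 fold change was 0.63 (exact permutation p = 0.0857), and susceptible and resilient mice differed by -0.11 (exact permutation p = 0.886). The set was not higher in TRAP than in input (mean log2 fold change -0.18, 5 of 12 higher, 0.869 from camera). A biological change in PV neurons was not tested.

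The hypothesis that more firing of PV neurons in susceptible mice raises immediate early genes was examined with a set of 12 genes. Firing was recorded in the vDG of anesthetized mice, while TRAP took PV neurons of the whole hippocampus. The set can therefore neither show nor refute the difference in firing. The 12 genes did not differ in susceptible against resilient mice (mean log2 fold change -0.09, 4 of 12 higher, 0.672 from the camera test; exact permutation p = 0.686). Against non-defeated mice, 1 of 12 was higher in resilient mice (mean -0.21, 0.0203 from camera; exact permutation p = 0.143) and 0 of 12 in susceptible mice (-0.30, 0.0397 from camera; exact permutation p = 0.143), with 3 genes at an unadjusted p under 0.05, which the paper does not report, and these comparisons were not adjusted for the number of sets tested.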
